# A System for Genome-Wide Histone Variant Dynamics In ES Cells Reveals Dynamic MacroH2A2 Replacement at Promoters

**DOI:** 10.1371/journal.pgen.1004515

**Published:** 2014-08-07

**Authors:** Ozlem Yildirim, Jui-Hung Hung, Ryan J. Cedeno, Zhiping Weng, Christopher J. Lengner, Oliver J. Rando

## Abstract

Dynamic exchange of a subset of nucleosomes *in vivo* plays important roles in epigenetic inheritance of chromatin states, chromatin insulator function, chromosome folding, and the maintenance of the pluripotent state of embryonic stem cells. Here, we extend a pulse-chase strategy for carrying out genome-wide measurements of histone dynamics to several histone variants in murine embryonic stem cells and somatic tissues, recapitulating expected characteristics of the well characterized H3.3 histone variant. We extended this system to the less-studied MacroH2A2 variant, commonly described as a “repressive” histone variant whose accumulation in chromatin is thought to fix the epigenetic state of differentiated cells. Unexpectedly, we found that while large intergenic blocks of MacroH2A2 were stably associated with the genome, promoter-associated peaks of MacroH2A2 exhibited relatively rapid exchange dynamics in ES cells, particularly at highly-transcribed genes. Upon differentiation to embryonic fibroblasts, MacroH2A2 was gained primarily in additional long, stably associated blocks across gene-poor regions, while overall turnover at promoters was greatly dampened. Our results reveal unanticipated dynamic behavior of the MacroH2A2 variant in pluripotent cells, and provide a resource for future studies of tissue-specific histone dynamics *in vivo*.

## Author Summary

The ability of cells to remember the correct cell fate is at least partly dependent on how the genome is packaged. Embryonic stem (ES) cells, which have the ability to become any cell type in the body, are a particularly well-studied system for understanding how the packaging of the genome – chromatin – controls cell state. One of the more curious aspects of ES cell chromatin is its “hyperdynamic” nature, as the histone proteins that comprise chromatin have been reported to exchange rapidly on and off the DNA in these cells. Here, we report a pulse chase system for studying histone dynamics in mouse ES cells, and report on the dynamics of two histone variants, H3.3 and MacroH2A2. Notably, MacroH2A2 is highly dynamic in ES cells, with rapid exchange occurring over gene promoters, alongside much more stably-bound domains that cover large blocks of the genome. Upon differentiation to fibroblasts MacroH2A2 becomes much more stably-bound to the genome, consistent with the idea that this histone variant plays a role in “locking down” repressed regions the genome. These results provide further evidence for a key role of histone dynamics in control of cell state inheritance.

## Introduction

All genomic transactions in eukaryotes occur in the context of chromatin. While histones are generally among the most stably-associated DNA-binding proteins known [1], a subset of histones exhibit dynamic replication-independent exchange with the soluble pool of nucleoplasmic histones [2]–[4]. Dynamic histone exchange is intimately linked to a variety of key aspects of chromatin biology.

In all eukaryotes studied, histone H3 exchange is most rapid at promoters [5]–[12], and is generally slowest over heterochromatic regions. In addition, H3 exchange is rapid at boundary elements that block the spread of heterochromatin [5], [7], raising the possibility that rapid histone exchange could function mechanistically to erase laterally spreading chromatin states. These correlations, in which histone exchange is slow over epigenetically-heritable heterochromatin domains but is rapid at boundary elements, raise the question of how histone dynamics contribute to epigenetic inheritance. Interestingly, H3/H4 tetramers carrying the H3.3 variant “split” during replication to a greater extent than do H3.1-containing tetramers [13], consistent with the hypothesis that dynamic regions of chromatin could potentially self-perpetuate through replication [2]. In addition, the rapid histone turnover observed at promoter regions of actively transcribed genes suggests that histone turnover may have an important role in gene regulation, as higher histone turnover rates could provide greater access of regulatory proteins to specific DNA elements. Yet much remains to be learned about the mechanistic basis for, and the biological consequences of, dynamic chromatin states.

Embryonic stem (ES) cells are a key model for mammalian pluripotency and cell state inheritance. ES cells are characterized by unusual chromatin packaging [14], and a wide variety of chromatin regulators have been implicated in control of pluripotency and differentiation [15]–[19]. One curious feature of ES cell chromatin is its “hyperdynamic” state—photobleaching experiments show that many histone variants exchange more rapidly in ES cells than in differentiated cell types [20]. This hyperdynamic state has been proposed to maintain the ES cell genome accessible as a relatively permissive ground state that becomes “locked down” during the process of lineage commitment and subsequent differentiation. Understanding histone exchange dynamics in ES cells, and during differentiation, is therefore of great interest for understanding the roles for chromatin in cell state inheritance.

The histone variant MacroH2A plays a key role in cell state stabilization in mammals. Mammals encode three MacroH2A variants, MacroH2A1.1 and MacroH2A1.2, which are alternatively spliced isoforms of a single gene, and the distinct gene product MacroH2A2. All three MacroH2A variants are distinguished by the presence of the unusual “Macro” domain fused to their relatively well-conserved H2A cores. It has been suggested that MacroH2A plays a role in fixing the epigenetic state of differentiated cells (reviewed in [21]). Support for this notion comes from observations that MacroH2A deposition increases with cellular age and senescence [22], [23], and that epigenetic reprogramming via somatic cell nuclear transfer is accompanied by an active removal of MacroH2A1 from the donor chromatin upon transfer into the ooplasm [24]. More recent studies have indicated that MacroH2A depletion from somatic cells increases their propensity for undergoing epigenetic reprogramming [25]–[28] —in several of these studies, depletion of either MacroH2A1 or MacroH2A2 enhances reprogramming, with depletion of both having an additive effect. These studies suggest that removal of MacroH2A from the somatic genome may be prerequisite for acquisition of pluripotency during epigenetic reprogramming.

MacroH2A may further contribute to fixing the epigenetic state of differentiated female cells due to its accumulation on the inactive X chromosome (Xi) [29]. However, association of MacroH2A1 with the Xi appears to occur after the random inactivation of the X chromosome (XCI) [30], and in conditional *Xist* deletions gene silencing is maintained despite the loss of MacroH2A1 on the Xi [31]. Nonetheless, while MacroH2A1 appears to be dispensable for XCI, removal of this variant from the Xi could still potentially represent a barrier to epigenetic reprogramming of a differentiated, post-XCI somatic cell to the pre-XCI ground state of pluripotency.

Despite the general characterization of MacroH2A as being a “repressive” histone variant, there are numerous examples where Macro incorporation is associated with increased gene expression, particularly during early lineage specification after embryoid body formation from ES cells [32], and more recently in embryonic fibroblasts where MacroH2A1 is present at high levels in the active *Thy1* gene, but nearly completely absent when this gene is silent in pluripotent ES cells [27]. Determining the dynamics of MacroH2A turnover in both pluripotent ES cells and somatic cells is therefore of paramount interest for gaining an in-depth understanding of the epigenetic processes underlying cellular reprogramming.

Three methods are currently used to study histone dynamics [33]. First, the original discovery that the H3.3 variant marks sites of replication-independent histone exchange [3], [4] has enabled many labs to infer histone dynamics simply from steady-state H3.3 localization patterns [6], [7], [9]–[11]. Second, genetically encoded “pulse-chase” systems have been utilized in which an epitope-tagged histone molecule is induced, and mapping of the epitope tag at various times after induction provides a detailed kinetic view of histone exchange dynamics [5], [8], . Finally, a metabolic labeling strategy termed “CATCH-IT” enables kinetic analysis of overall chromatin dynamics [37].

Here, we extend the approach of inducible expression of epitope-tagged histone variants to study chromatin dynamics in murine embryonic stem cells. We generated ES lines carrying doxycycline (“Dox”)-inducible HA-tagged versions of several histone variants, including H3.3 and MacroH2A2. These cells allowed us to monitor the rate of incorporation of HA-tagged variants by ChIP-Seq at varying times following Dox induction. For the well-studied H3.3 variant, we validate our method by recapitulating known aspects of H3.3 localization and dynamics. We also characterized the dynamics of the understudied MacroH2A2 variant in detail in ES cells and in their embryonic fibroblast (MEF) derivatives. MacroH2A2 exhibited broad, likely replication-coupled, incorporation throughout large stretches of the ES cell genome, along with unexpectedly rapid turnover behavior at highly-expressed promoters. In contrast, MacroH2A2 in more differentiated MEFs was additionally associated with a subset of gene-poor genomic loci, and its exchange at promoters slowed considerably. These results reveal surprising aspects of MacroH2A2 localization and dynamics and suggest that the view of MacroH2A2 as simply an indicator and/or mediator of repressed chromatin states is not accurate. Moreover, these studies establish a model system for investigation of histone variant dynamics in tissue culture systems as well as in complex organ systems *in vivo*.

## Results

### A system for genome-wide analysis of histone variant dynamics

In order to assay genome-wide histone variant dynamics in embryonic stem cells and cell types derived from them, we generated ES cells based on the murine KH2 ES cell line [38], which harbors a modified reverse tetracycline transactivator (M2rtTA) targeted to the *ROSA26* locus and an FRT recombination site targeted into safe-haven chromatin downstream of the Type I Collagen (*Col1A1*) locus. Introduction of a donor plasmid carrying another FRT recombination site along with HA-tagged cDNA sequences encoding the histone variants of interest under transcriptional control of the tetracycline operator (TetO), along with an additional plasmid encoding the FLP recombinase, allows for site-specific integration of the tetracycline-inducible HA-tagged histone cassette into the genome (**Figure 1A**). Subsequent addition of the tetracycline analog doxycycline (“Dox”) to these ES cell clones or mice derived from them results in induction of the tagged histone variant (**Figure 1A**, bottom panel). Cell lines were generated and validated for several different histone variants, including MacroH2A2 (hereafter called Macro in some contexts), and H3.3 (**Figure S1A**).

**Figure 1:**
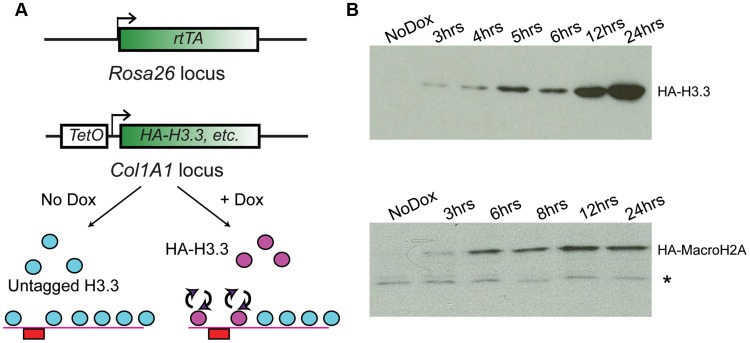
Generation of ES lines carrying inducible HA-tagged histones. (A) Schematic showing components of the tetracycline histone induction system. Below system components, arrows show cartoon schematic of the use of this system for assaying histone variant dynamics. (B) Western blot time courses for ES lines carrying Tet-inducible HA-H3.3 (top panel) or Tet-inducible HA-MacroH2A2 (bottom panel). * indicates crossreacting background band. See also **Figure S1**.

For all cell lines analyzed, no expression of tagged histones was detected in the absence of Dox by Western blotting or immunofluorescence staining with an HA antibody. Robust activation of the tagged proteins was detectable within 2–3 hours of Dox addition (**Figure 1B** **, Figure S1B**). Several controls show that ectopic expression of tagged histone variants did not significantly perturb ES cell pluripotency. First, even after 12 hours of induction, ectopically expressed histones were far less abundant than the endogenous proteins levels (**Figure S1C**). Second, after 72 hours of overexpression, ES colonies maintained their pluripotent state as assessed by cell morphology, alkaline phosphatase (AP) staining, and expression of pluripotency markers such as Oct4, Sox2 and Nanog (**Figure S2**). The only exception was H3.3, where 72 (but not 24) hours of ectopic expression resulted in a slightly reduced proliferation rate, but did not compromise pluripotency based on Oct4 or AP staining (not shown). Finally, as shown below, mapping of total MacroH2A2 (for which a high quality commercial antibody exists) both before and after HA-Macro induction yielded nearly identical results, demonstrating that ectopic expression did not drive nonphysiological incorporation of this histone variant into ectopic sites throughout genome.

### Genome-wide dynamics of H3.3 replacement in mES cells

To validate our system, we first sought to determine whether a pulse-chase experiment is consistent with steady state mapping of H3.3 localization [4], [6], [7], [9], and what additional information it provides. ES cells carrying doxycycline-inducible HA-H3.3 were treated with Dox, and harvested after 0, 3, or 6 hours. 

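The HA-H3.3 data analysed here come from ES cells after 3 and 6 hours of Dox at 2 μg/ml, with 1 library at each time point. Differences between libraries therefore cannot be set against a spread between replicates, here or in the MacroH2A2 experiments. The authors collapsed the reads by sequence, mapped them to mm9 with bowtie allowing at most 1 mismatch, kept 1 location at random for reads with several, and extended each read toward its 3′ end. The files hold the first and last base of each extended read, without strand and without a column of occurrences. The 3 hour library holds 6488112 such intervals and the 6 hour library 10722793. Intervals in both libraries are 400 bp long, whereas the methods describe extension to 150 bp. Repeated intervals make up 0.572% of the 3 hour library and 0.693% of the 6 hour library. From the intervals, coverage was summed in 20 bp bins from 4 kb upstream to 4 kb downstream of 37273 annotated gene TSSs on mm9, including 22367 of protein-coding genes. Each library was scaled to its own reads on the autosomes, X and Y, and averaged profiles were divided by the mean of the bins from 4 to 2 kb upstream of the TSS. The 95% intervals on averages and correlations come from resampling 10 Mb blocks of the genome 1000 times, and describe variation along the genome within these libraries.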

HA-H3.3-containing chromatin was mapped genome-wide by chromatin immunoprecipitation followed by Illumina deep sequencing (ChIP-Seq). Sequencing reads were mapped back to the genome. Importantly, HA mapping at t = 0 (no doxycycline) did not show enrichment over specific loci but rather genome-wide nonspecific background, demonstrating the specificity of the anti-HA antibody (see below). Because H3.3 replacement is strongly associated with the 5′ ends of genes [6], [7], we aligned all annotated genes by their transcription start sites (TSSs), and averaged all mapped reads at each position relative to the TSS (**Figure S3**). 

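Averaged over all TSSs, HA-H3.3 coverage within 600 bp of the TSS stood at a log2 ratio of 1.02 over the upstream level at 3 hours (95% interval 0.97 to 1.11) and 1.28 at 6 hours (1.23 to 1.33). The highest bin was centered 170 bp downstream of the TSS at 3 hours and 290 bp downstream at 6 hours. When each interval was reduced to its midpoint, the 6 hour profile held a log2 ratio of 1.36 just upstream of the TSS, 1.3 at 90 bp downstream and 1.57 at 230 bp downstream, over the 36277 TSSs outside the 100 kb tiles with the top 1% of no-Dox anti-HA signal. In the 3 hour profile made the same way, no bin between the TSS and the highest bin at 230 bp downstream lay below the value just upstream of the TSS. For expression, the mean of the 2 control arrays was taken from the 1846 entries of Table S4 held here, of which 1222 genes matched 1 annotated gene by symbol. Of the single genes named below, only Clasp1, Gli2 and Tgfb2, all on chromosome 1, have an expression value. Those on other chromosomes have none. The 1222 genes may therefore come mostly from chromosome 1, and their intervals may rest on few blocks. Across these genes, which are not independent replicates, log2 promoter reads and log2 mRNA correlated at 3 hours (Pearson's r = 0.509, 95% interval 0.440 to 0.566, Spearman's rho = 0.537) and at 6 hours (r = 0.604, 0.539 to 0.653, rho = 0.629).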

Consistent with studies in flies and murine ES cells [6], [7], [9], we find that H3.3 is localized to two peaks surrounding the TSS, and that H3.3 levels correlate with the mRNA abundance of the associated gene. We also confirmed that the rapid H3.3 dynamics observed at Polycomb-bound regulatory elements in flies [7] are also present in the mouse embryonic stem cell genome at regions occupied by polycomb proteins Rnf2 and Suz12 (**Figure S3E**). Our results therefore recapitulate major known aspects of histone H3.3 dynamics. As H3.3 replacement has been extensively studied, we therefore turned to the understudied MacroH2A.2 variant.

### MacroH2A2 associates with gene-rich regions and promoters in ES cells

We next extended our studies to a histone variant with unknown dynamic properties, MacroH2A2. Because MacroH2A2 localization in ES cells has not been characterized, we first carried out genome wide mapping of MacroH2A2 in murine ES cells using a commercially available antibody (**Figure 2** **, Tables S1, S2**). 

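The anti-MacroH2A2 library from ES cells holds 8545703 mapped intervals of 400 bp, 0.463% of them repeated, and is described by the sample labels as 2 replicates combined, so that the replicates cannot be compared. The authors mapped and extended the reads as for HA-H3.3. The state of the cells is given in different ways: the labels describe the parental ES line with no treatment, a column of Table S3 names 12 hours, and Fig. 2C shows cells before and after Dox. Only the antibody and the cell type are therefore used. For genome-wide comparisons, reads were counted by interval midpoint in non-overlapping 100 kb tiles, the top 1% of tiles by no-Dox anti-HA signal were discarded, and tiles with 0 reads in either library compared were left out, following the methods. Genes were counted by the number of annotated TSSs in a tile. At promoters, coverage was summed from 600 bp upstream to 600 bp downstream of the TSS, expressed as the number of reads it amounts to, and scaled to p.p.m. of the library.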

MacroH2A2 was broadly localized to large (megabase-scale) blocks across the mouse genome, where it colocalized with regions of high gene density (**Figure 2A** **, Figure S4, Table S3**) —the correlation between average MacroH2A2 enrichment and gene density was 0.46 for 100 kb windows, and rose to 0.59 when considering 1 MB windows of the genome (**Figure 2B**). In addition to broad localization over gene-rich regions, we noted that MacroH2A2 exhibited a tight (∼500 bp) peak on average over promoters (**Figure 2C**). 

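Across 25300 tiles of 100 kb, anti-MacroH2A2 reads in ES cells correlated with the number of genes with r = 0.254 (95% interval 0.202 to 0.305). Across 2564 tiles of 1 Mb, r was 0.373 (0.301 to 0.450). Dividing each tile by its no-Dox anti-HA reads gave 0.0753 for 100 kb tiles, the largest move there, and 0.288 for 1 Mb tiles. The no-Dox anti-HA library itself correlated with gene number with r = 0.208 (0.164 to 0.256) for 100 kb tiles and 0.267 (0.207 to 0.332) for 1 Mb tiles. When only protein-coding genes were counted, a choice made after the values were seen, r for anti-MacroH2A2 was 0.346 for 100 kb tiles and 0.472 for 1 Mb tiles, where it moved the value most. Neighboring tiles are not independent, and the correlations are across tiles within 1 library.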

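Over all TSSs, the anti-MacroH2A2 profile in ES cells rose to a log2 ratio of 1.15 over the level from 4 to 2 kb upstream (95% interval 1.08 to 1.24), in the bin centered 170 bp downstream of the TSS. The mean over the 600 bp on either side of the TSS was 0.78 (0.74 to 0.86). The profile stayed above the midpoint between the upstream level and the highest bin for 780 bp (760 to 820), from −160 to +620 bp, with each read spread over its 400 bp interval. When each read was reduced to the midpoint of its interval, this width was 700 bp, and with the TSSs in the discarded tiles left out it was 760 bp. The width was defined after the profile had been seen.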

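The 1222 genes with expression values were divided into 5 groups of 244 or 245 genes by mRNA abundance in ES cells. Median anti-MacroH2A2 coverage of the promoter was 0.489 p.p.m. in the group with the lowest mRNA (quartiles 0.298 and 0.832), then 0.986, 1.20 and 1.15 p.p.m., and 1.19 p.p.m. in the group with the highest mRNA (quartiles 0.824 and 1.62). The promoter peak over the upstream level rose across the groups, from a log2 ratio of 0.49 (95% interval 0.28 to 0.74) to 1.31 (1.17 to 1.47). Gene families were taken by symbol among the protein-coding genes outside the discarded tiles. The 1113 olfactory receptor genes (Olfr) had a median of 0.447 p.p.m., against 0.487 p.p.m. in the no-Dox anti-HA library, and a log2 promoter peak of 0.33 (0.24 to 0.44). The 358 genes whose symbol begins with Zfp had a median of 0.821 p.p.m., against 0.565 p.p.m. without Dox, and a log2 peak of 0.93 (0.80 to 1.06). The 20263 other genes had a median of 1.00 p.p.m., against 0.559 p.p.m. without Dox, and a log2 peak of 1.00 (0.97 to 1.03).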

Counterintuitively, genes lacking MacroH2A2 were generally poorly expressed (**Figure 2D** and **Figure S4B**, see Cluster 3), stemming largely from the absence of MacroH2A2 at repressed gene families such as those encoding olfactory receptors or zinc finger transcription factors. Interestingly, among genes associated with promoter MacroH2A2, tighter localization was correlated with higher expression levels (**Figure S4B**, Clusters 1 and 2). 

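Anti-MacroH2A2 profiles of the protein-coding genes outside the discarded tiles were grouped by k-means (k = 4) on log2 reads in 200 bp bins, with settings chosen after the data had been seen, so that the groups are not the paper's clusters. The group with the narrowest enrichment held 7053 genes, with 26.9 p.p.b. of the library per bin within 600 bp of the TSS and 8.60 upstream. Its median log2 mRNA was 9.03 (quartiles 7.11 and 10.3, 432 genes with expression values). A group of 3909 genes carried MacroH2A2 on both sides, with 29.1 p.p.b. of the library per bin around the TSS and 15.5 upstream, and had a median log2 mRNA of 7.34 (quartiles 6.61 and 8.62, 151 genes). In a group of 3535 genes with 4.69 p.p.b. of the library per bin around the TSS and 3.35 upstream, the median was 6.95 (117 genes). The remaining 7237 genes held 10.0 p.p.b. of the library per bin around the TSS and 9.12 upstream, and had a median log2 mRNA of 6.75 (425 genes).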

Consistent with the surprising correlation between MacroH2A2 localization and active promoters, we found a moderately positive correlation between our MacroH2A2 dataset and H2A.Z localization [39] in ES cells (**Figure S5**).

**Figure 2:**
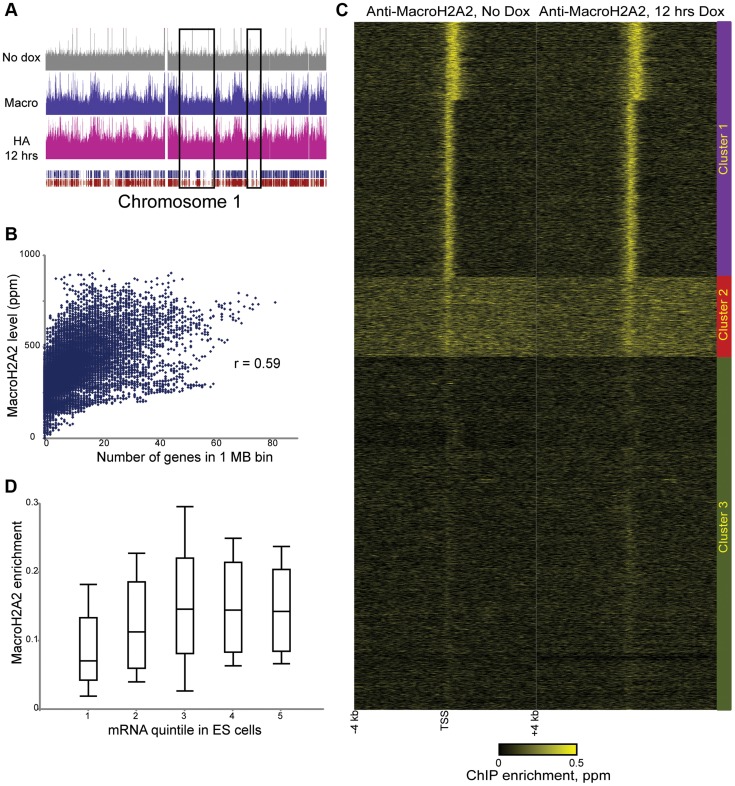
Steady-state mapping of MacroH2A2. (A) Overview of MacroH2A2 localization across chromosome 1. Shown are HA data from HA-Macro ES cells in the absence of doxycycline (top panel), or after 12 hours of doxycycline addition (in pink). Data from anti-MacroH2A2 is shown in blue. Rectangular blue and red tracks underneath the HA-12 hrs track represent RefSeq genes and Ensemble genes, respectively. Black boxes show gene “deserts” with relatively infrequent genes, which also exhibit reduced MacroH2A2 levels. (B) MacroH2A2 broadly localizes to gene-rich regions. The mouse genome was segmented into 1 Megabase tiles, and scatterplot shows strong correlation between gene number in a given tile (x axis) and overall MacroH2A2 signal in that tile (y axis). (C) TSS-aligned heatmaps for two related MacroH2A2 datasets. Note that left MacroH2A2 was generated from HA-Macro ES cells prior to doxycycline induction, while right panel represents t = 12 hours of doxycycline induction. All named genes are shown. Data was subject to k means clustering (k = 4), but given the strong similarities between two of the clusters we grouped them together into Cluster 1 leaving three clusters in this image. (D) Boxplot of MacroH2A2 enrichment for genes ranked by expression level [42]. Five categories on x axis show genes grouped from bottom 20% expression level in ES cells (left) to top 20% (right). For each quintile, MacroH2A2 enrichment (average enrichment level for 1.2 kb surrounding TSS) is shown as a boxplot, with box showing median and 1^st^ and 3^rd^ quartiles, and whiskers showing mean plus/minus standard deviation.

Confidence in these surprising observations comes from four lines of evidence. First, localization datasets obtained before and after HA-MacroH2A2 induction were highly-correlated (**Figure 2C**). Second, anti-HA ChIP-Seq in uninduced HA-Macro cells yielded a nearly flat genome-wide background (**Figure 2A** **and Figure S4A**, top panel, **Figure S6**, left panel). 

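The no-Dox anti-HA library holds 12544233 mapped intervals. With every library reduced at random to 6485439 reads, the coefficient of variation across 23646 autosomal tiles of 100 kb outside the discarded tiles was 12.3% in the no-Dox library, where counting alone would give 6.39%. In the remaining libraries it lay between 33.8% and 72.7%, with 37.7% for anti-MacroH2A2 in ES cells. The 5th percentile of the tiles was 0.827 times the median without Dox and 0.617 times for anti-MacroH2A2 in ES cells. The 95th percentile was 1.22 times the median without Dox and 1.86 times for anti-MacroH2A2 in ES cells.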

Third, MacroH2A2 localization obtained using the MacroH2A2 antibody was very highly correlated with the localization pattern observed using anti-HA ChIP-Seq from cells expressing HA-MacroH2A2 (**Figure 2A** and **Figure S6**), but not HA-H3.3 (**Figure S3**). 

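Across 25295 tiles of 100 kb, the anti-MacroH2A2 library from ES cells correlated with the anti-HA library at 12 hours of HA-Macro induction with r = 0.806 (95% interval 0.761 to 0.836, rho = 0.856). Of the alternatives tried, dividing each library by the no-Dox library moved this value most, to 0.293. Without discarding the tiles with the top 1% of no-Dox signal, r was 0.420. With repeated intervals collapsed it was 0.848, and for 1 Mb tiles 0.895. The same anti-MacroH2A2 library correlated with HA-H3.3 at 3 hours with r = 0.858 (0.843 to 0.873, rho = 0.878) and at 6 hours with r = 0.70 (0.681 to 0.717, rho = 0.813). With every interval counted, the value for HA-H3.3 at 3 hours was above that for HA-Macro at 12 hours, and that at 6 hours below it. The 0.848 for HA-Macro with repeated intervals collapsed lay within the interval for HA-H3.3 at 3 hours. The anti-MacroH2A2 and HA-H3.3 libraries share an interval length and few repeats, unlike the HA-Macro libraries. The correlation of anti-MacroH2A2 with the no-Dox anti-HA library was 0.608 (0.549 to 0.652). All pairs of libraries were compared in this way, and the correlations are across tiles, which are not independent replicates.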

Finally, MacroH2A2 localization patterns were strongly correlated, but not identical, between ES cells and MEFs (see below). Thus, we find MacroH2A2 localizes to large blocks of gene-rich chromatin in ES cells, and within these blocks exhibits strong promoter localization at expressed genes.

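Across the 1222 genes with expression values, log2 anti-MacroH2A2 reads at the promoter correlated with log2 mRNA in ES cells with r = 0.298 (95% interval 0.201 to 0.379, rho = 0.306). The corresponding value for the no-Dox anti-HA library was 0.193 (0.114 to 0.258, rho = 0.216). From the colocalization with gene-rich regions, the average peak over promoters and the relation to expression, together with the comparisons between antibodies and cell types that it lists, the paper concludes that MacroH2A2 occupies large gene-rich blocks and the promoters of expressed genes within them.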

### Rapid MacroH2A2 replacement at highly expressed promoters

We next carried out genome wide mapping of HA-MacroH2A2 at 3 time points (3, 6, and 12 hours) after Dox induction. 

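In the HA-Macro ES time course, anti-HA ChIP-Seq was analysed without Dox and after 3, 6 and 12 hours of Dox at 2 μg/ml, with 1 library for each condition. The libraries after 3, 6 and 12 hours hold 17407301, 17710084 and 18829306 mapped intervals of 150 bp, made by the authors with the mapping described for HA-H3.3. Here occurrences were kept: repeated intervals make up 5.67% of the library without Dox and 4.72%, 5.39% and 6.00% of those at 3, 6 and 12 hours, and 1 interval occurs 3496 times at 12 hours. Turnover at a promoter was computed as log2 of the reads within 600 bp of the TSS at 12 hours over those at 3 hours. Before scaling to library size 1 read was added to each, and low values stand for rapid turnover. Ratios given for single named genes carry no added read. The spread expected from read numbers alone was found by dealing each promoter's reads over both time points at random between the libraries. The 3 hour library differs from the others of this series on chromosome Y, which takes 0.112% of its distinct intervals against 0.0244% without Dox, 0.0219% at 6 hours and 0.0228% at 12 hours. The promoter peak, the median and spread of turnover, its correlations and the gene density of tiles are therefore given also with the 6 hour library in its place, and values at single genes and by GC content are not. This swap also shortens the time compared, to that from 6 to 12 hours. A smaller value under it may thus come from the shorter time or from the change of library. The second induction time course is not used here.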

Reads were mapped back to the genome and genes were aligned by TSS as above. 

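Without Dox, anti-HA coverage within 600 bp of all 37273 TSSs stood at a log2 ratio of 0.95 over the upstream level, with a 95% interval of 0.24 to 1.98. This average rests on few TSSs. The 10 TSSs with the most no-Dox reads, among them those of Gm10800 (chromosome 2, 98506704 to 98507458) and Gm10801 (chromosome 2, 98502394 to 98504240), held 49.2% of the no-Dox reads at TSSs, 32.0% of those at 3 hours of Dox and 2.34% of the anti-MacroH2A2 reads in ES cells. All of these lie in the discarded tiles. With the 996 TSSs in the discarded tiles left out, a choice made after the values were seen, the no-Dox ratio was 0.23 (0.22 to 0.25), and the highest bin stood at 0.46 (0.43 to 0.48).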

HA mapping in the no Dox control revealed a primarily flat genomic background (**Figures 2A** **,** **3A**), with trace levels of promoter localization likely resulting from low levels of leaky expression of HA-MacroH2A2 (**Figure S6**). 

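The anti-MacroH2A2 library from ES cells correlated with the anti-HA library at 3 hours of Dox with r = 0.665 (95% interval 0.632 to 0.692, rho = 0.728) across 25297 tiles of 100 kb, and with that at 6 hours with r = 0.801 (0.757 to 0.830, rho = 0.819). Between the anti-HA libraries, r was 0.806 (0.776 to 0.826) for 3 and 6 hours, 0.955 (0.95 to 0.959) for 6 and 12 hours, and 0.699 (0.668 to 0.723) for 3 and 12 hours. Without Dox, r was 0.649 with the 3 hour library, 0.690 with the 6 hour library and 0.642 with the 12 hour library. The 3 hour HA-Macro library correlated more closely with HA-H3.3 at 6 hours (r = 0.895, 0.886 to 0.902) than with anti-MacroH2A2.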

Data from 3, 6, and 12 hours after HA-Macro induction was strongly correlated with endogenous MacroH2A2 localization (**Figure 3A** **, Figure S6**). The strong correlation between all 3 time points and the steady-state localization is to be expected from the fact that ES cells are rapidly cycling, so even at 3 hours of induction a substantial subpopulation of cells will have gone through S phase and carried out any replication-dependent MacroH2A2 incorporation.

**Figure 3:**
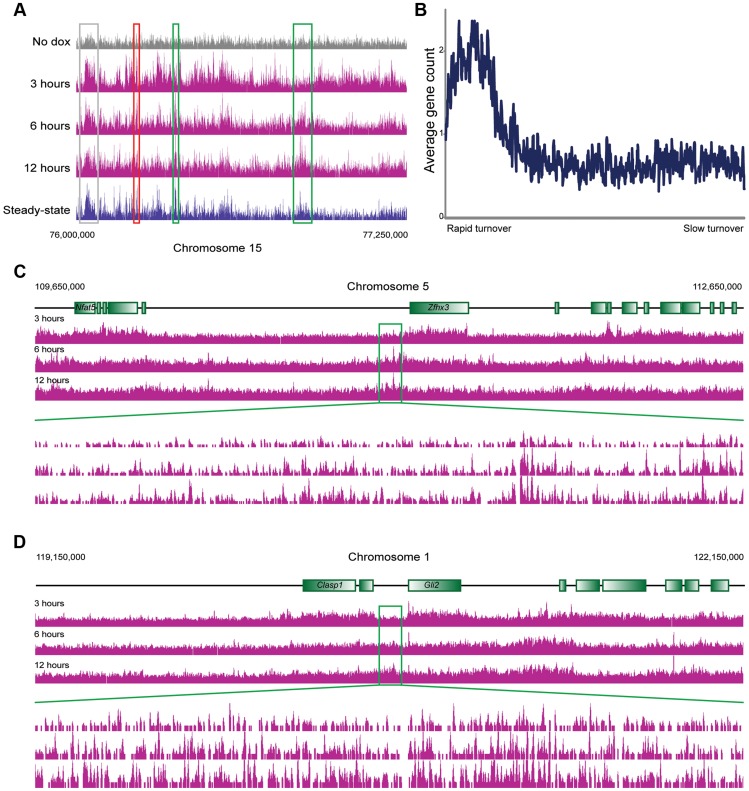
MacroH2A2 dynamics in ES cells. (A) Genome browser image for chromosome 15, 76,000,000–77,250,000. Anti-HA data are shown for no dox and for 3, 6, and 12 hours of HA-MacroH2A2 induction, as indicated, as well as mapping data from anti-MacroH2A2 ChIP. Boxes show regions of rapid (red), moderate (grey), or slow (green) MacroH2A2 replacement. Globally, correlation between anti-MacroH2A2 data and anti-HA data for t = 12 hours 100 kb bins (after removing unmappable bins and top 1% of artifactually-enriched bins) was r = 0.96. (B) Running window average of gene density (y axis) for 100 kb windows sorted according to inferred MacroH2A2 turnover (x axis) in ES cells. Inferred turnover is calculated as the log2 of t = 3 HA data divided by t = 12 HA data, and represents the Macro turnover rate *relative* to the genomic average. (C–D) Genome browser images showing long blocks of MacroH2A2 exhibiting relatively slow turnover dynamics. For each example, a 3 megabase genomic region is show in the top three panels, with a 100 kB zoom in shown in the 3 lower panels, as indicated. In these and many other cases, slow Macro turnover can be appreciated over 100 kb-scale domains that lack any annotated genes.

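The regions shown in Fig. 3C–D were measured with all their genes included. Nfat5 (chromosome 8, 109817370 to 109903417) and Zfhx3 (chromosome 8, 111238544 to 111485521) lie on chromosome 8 of mm9, in 3 Mb that hold 37 annotated genes. The anti-HA libraries held 1200 p.p.m. of their reads in this region without Dox, 1335 at 3 hours, 1484 at 6 hours and 1477 at 12 hours. In the chromosome 1 region of Fig. 3D, with 28 genes, the values were 1164 p.p.m. without Dox, 1377 at 3 hours, 1325 at 6 hours and 1332 at 12 hours. Within the first region, the promoter of Nfat5 held 22 reads at 3 hours and 7 at 12 hours (log2 ratio −1.77, 95% interval −3.24 to −0.49) and that of Zfhx3 30 and 16 (−1.02, −1.99 to −0.10).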

In yeast, cell cycle arrest can be used to explicitly assay replication-independent histone replacement dynamics [5], [8]. However, this is impractical in ES cells, and our data come from asynchronously cycling cells. Nonetheless, such data can be used to study histone turnover. Two considerations, one conceptual and the other empirical, will aid in understanding how pulse-chase data obtained from cycling cells can be used to infer turnover dynamics (see **Figure S7**). Conceptually, we expect that loci exhibiting replication-coupled histone deposition (or slow replication-independent deposition) will gradually accumulate epitope-tagged histone variants over a time course of induction (**Figure S7A**). In contrast, because replication-independent replacement will initially occur in a greater fraction of cells than the subset of cells that are actively transiting S phase, such loci will exhibit more rapid accumulation of tagged histone. Given that genome-wide measurement methods typically normalize for sequencing depth (with the underlying assumption/hypothesis being equivalent total amounts of material between samples), the end result of this is that loci exhibiting rapid turnover will exhibit high levels of epitope tag enrichment early in a time course, but later in the time course this normalized *relative* enrichment will decrease as the bulk of cells transit S phase and replication-coupled deposition results in a greater total amount of epitope tag incorporated into the genome. In other words, relative enrichment of the rapidly exchanging population is high at early time points before population-wide assembly of HA-histone into the slower subpopulations, whereas at later time points normalization relative to the extensive HA-histone in cold domains results in a diminishing peak at “hot” loci (**Figure S7B**). Importantly, the assessment of relatively hot and cold loci is robust to normalization methods (**Figure S7B, Methods**). This predicted behavior is exactly what we have previously observed [5] *empirically* in yeast—here, replication-independent H3 turnover was directly measured in G1-arrested yeast. A parallel experiment was carried out using asynchronous cells, and those loci shown to exhibit rapid replication-independent turnover exhibited precisely the above-predicted behavior—rapid enrichment of tagged H3, followed by diminishing tag enrichment as the bulk of the genome was assembled into tagged H3 via replication-coupled assembly.

Consistent with the above considerations, in addition to the genome-wide HA incorporation observed at all 3 time points, we also observe extensive locus-specific variation in HA-Macro dynamics (**Figure 3A**, red and green-bordered boxes identify regions of rapid and slow HA incorporation, respectively). 

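In the region of Fig. 3A, chromosome 15 from 76000000 to 77250000, mm9 carries 57 annotated genes, 50 of them protein-coding. The anti-HA libraries held 589 p.p.m. of their reads in this region without Dox, 1032 after 3 hours, 839 after 6 hours and 779 after 12 hours, from 7386, 17967, 14857 and 14669 reads. Across all 25428 tiles of 100 kb, log2 of the 3 hour over the 12 hour reads had an SD of 0.36, where counting alone would give 0.09.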

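Tiles of 100 kb were ranked by log2 of the anti-HA reads at 3 hours over those at 12 hours in ES cells. The 10% with the highest values (2542 tiles, median 0.68) held 2.30 annotated genes per tile (95% interval 2.16 to 2.45), against 1.43 over all tiles. With the 6 hour library in place of the 3 hour library, an alternative added after the values were seen, the highest 10% held 1.67 genes per tile. Counting only protein-coding genes, likewise added, moved the value most and gave 1.54 per tile in the highest 10%, against 0.855 over all tiles. Across tiles, the ratio correlated with gene number with r = 0.15.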

Regions exhibiting high levels of HA at 3 hours relative to 12 hours were inferred to be “hot” (**Figure S7**, [5]), and typically occurred in highly delimited peaks associated with promoters (see below), whereas cold regions generally covered broad chromosomal stretches, often in intergenic regions (**Figures 3B–D** **, S8, Table S2**). These trends can also be seen in detail when focusing on promoter proximal Macro dynamics (**Figure 4**). On average, the TSS-proximal peak of MacroH2A2 diminished from 3 hours to 6 hours to 12 hours, consistent with rapid replication-independent replacement. This observation was reproduced in a second HA-Macro induction time course (**Figure S9**). In contrast, genes associated with broad domains of MacroH2A2 across their promoters (**Figures 2B** **and** **4A**, Cluster 2) exhibited consistent HA-MacroH2A2 mapping patterns at all three time points, as would be expected if these broad domains were relatively stable and incorporated Macro either via slow replacement or only during replication.

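Over all TSSs, the HA-Macro peak within 600 bp stood at a log2 ratio of 0.97 over the upstream level at 3 hours (95% interval 0.55 to 1.67), 0.85 at 6 hours (0.32 to 1.66) and 0.76 at 12 hours (0.14 to 1.61). Collapsing repeated intervals moved these values most, to 0.58, 0.33 and 0.16. The fall from 3 to 12 hours was 0.21 (0.05 to 0.46) with every interval counted and 0.43 with repeated intervals collapsed. With the TSSs in the discarded tiles left out, the peak was 0.61 (0.58 to 0.63) at 3 hours, 0.34 (0.32 to 0.35) at 6 hours and 0.16 (0.14 to 0.19) at 12 hours, a fall of 0.45 (0.42 to 0.47). The value at 12 hours was thus no higher than that of the same TSSs without Dox. From 6 to 12 hours, without use of the 3 hour library, the fall was 0.09 (0.04 to 0.19) over all TSSs and 0.18 (0.16 to 0.20) outside the discarded tiles. Outside the discarded tiles, the fall from 3 to 12 hours depended on the GC content of the promoter. It was −0.016 at the 7281 promoters under 42% GC and 0.025 at the 11885 with 42 to 50% GC. Without a GC correction, most of the 31989 promoters under 62% GC were therefore in groups with little or no fall. At the 7249 promoters with 50 to 56% GC it was 0.47, and at the 5574 with 56 to 62% GC it was 0.77. Of these falls, 5.41% and 38.5% were also seen in windows of the same GC content far from any TSS. Taking out the trend of such windows left −0.054 (−0.083 to −0.024) under 42% GC and 0.107 (0.046 to 0.154) at 42 to 50% GC. At the 4287 promoters of 62% GC and over the fall was 0.84, but too few such windows lie away from TSSs to separate GC content there.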

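In the groups made by k-means from the anti-MacroH2A2 profiles, the HA-Macro peak of the 7053 genes with a narrow enrichment stood at a log2 ratio of 1.22 at 3 hours, 0.73 at 6 hours and 0.37 at 12 hours, a fall of 0.85 (95% interval 0.83 to 0.88). The 3909 genes with MacroH2A2 on both sides of the TSS went from 0.72 at 3 hours to 0.40 at 6 hours and 0.16 at 12 hours, a fall of 0.56 (0.52 to 0.60). The peak fell by less in the groups of 3535 genes (0.30, 0.24 to 0.37) and 7237 genes (0.44, 0.39 to 0.48), so that it was lower at 12 hours than at 3 hours in all 4 groups. The 95% intervals of the 4 falls do not overlap.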

**Figure 4:**
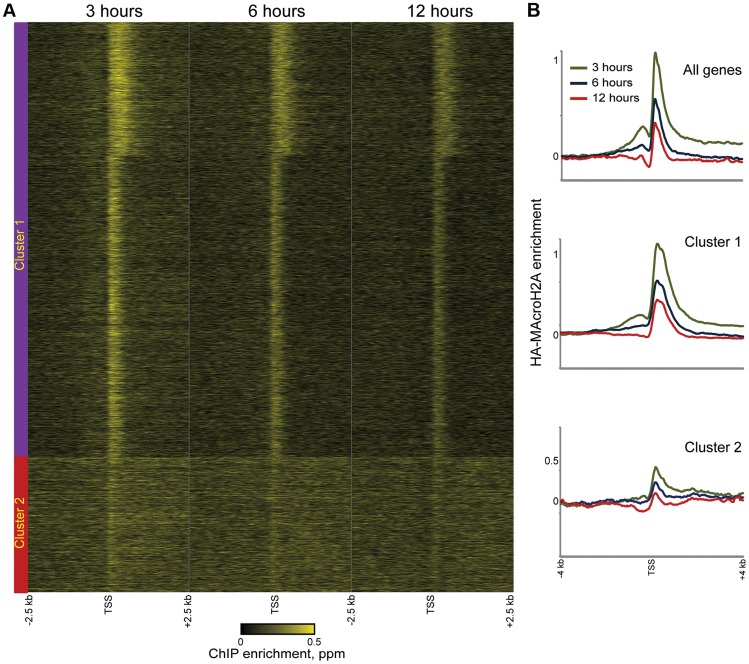
Rapid MacroH2A2 dynamics at promoters. (A) TSS-aligned heatmaps of genes from Clusters 1 and 2 (Clusters defined as in **Figure 2C**). In general, HA-Macro levels exhibit little change across the time course for Cluster 2, whereas Cluster 1 genes generally show diminishing *relative* HA enrichment over time. Heatmaps span 5 kb surrounding annotated TSSs. (B) Averaged data for all genes or genes in Cluster 1 or 2, for each of the 3 time points of HA-Macro induction. Data are renormalized for each group to the 1 kb spanning −2.5 kb to −1.5 kb, and y axis shows log(2) of the ratio between any given point and the upstream average.

These results are consistent with at least two populations of MacroH2A2-containing chromatin that can be distinguished by their dynamic behavior. We infer that the TSS-proximal MacroH2A2 that is enriched at early time points before diminishing in enrichment represents a rapidly exchanging population of Macro that is present at moderate steady state occupancy, while larger Macro domains undergo either slow turnover or replication-coupled assembly. These larger domains tend to be gene poor, often occurring over gene deserts (**Figures 3C–D**) but occasionally encompassing individual genes as well (**Figure 4A**, cluster 2).

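The 10000 windows of 1 kb with the most HA-H3.3 reads, taken outside the discarded tiles and outside the windows with the most no-Dox reads, lay at or beside a TSS in 43.2% of cases, against 3.83% of all windows. The share of HA-Macro ES reads in these windows, divided by the share without Dox, was 2.28 at 3 hours (95% interval 2.19 to 2.46), 1.63 at 6 hours (1.61 to 1.66) and 1.24 at 12 hours (1.22 to 1.26). In windows chosen by the anti-MacroH2A2 reads in ES cells instead, the alternative that moved these values most, it was 1.87 at 3 hours, 1.80 at 6 hours and 1.74 at 12 hours. From the early enrichment over TSSs that later diminishes, and from the larger domains that do not change in this way, the paper infers a rapidly exchanging population of MacroH2A2 at promoters beside domains of slow or replication-coupled assembly.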

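The 10% of 100 kb tiles with the lowest 3 hour over 12 hour reads (median log2 ratio −0.53) held 1.14 genes per tile (95% interval 1.05 to 1.23), fewer than the average tile. With the 6 hour library in place of the 3 hour library, the lowest 10% held 1.17 genes per tile. No annotated gene began in 42.4% of the tiles with the lowest 3 hour over 12 hour reads, in 42.0% of all tiles and in 21.8% of the tiles with the highest ratio. With protein-coding genes only, these shares were 60.6%, 57.2% and 32.3%.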

To gain further insight into the population of dynamic promoter-proximal Macro, we sorted genes with tight promoter Macro peaks (Cluster 1) according to their relative inferred Macro dynamics (**Figure 5A**) —note that *relative* dynamic behavior is completely insensitive to whether data are normalized assuming equivalent levels of Macro, or taking increasing total Macro incorporation over time into account. Genes with rapidly exchanging MacroH2A2 were enriched for GO processes consistent with housekeeping functions such as “translation” or “metabolism” (not shown) that are generally highly expressed, suggesting a potential link to expression level. Indeed, we found a strong correlation (r = 0.46) between MacroH2A2 dynamics and mRNA abundance (**Figure 5B**), as poorly expressed genes were associated with more stable MacroH2A2 than were highly expressed genes (see **Figures 5C–D** for examples). This link between promoter Macro dynamics and mRNA abundance supports our hypothesis that a pattern of diminishing HA enrichment over our time course is diagnostic of rapid MacroH2A2 replacement. These results are also consistent with the rapid histone H3 dynamics at promoters observed in a variety of organisms.

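Across the 1222 genes with expression values, log2 of the 3 hour over the 12 hour promoter reads correlated with log2 mRNA in ES cells with r = 0.495 (95% interval 0.457 to 0.527, rho = 0.518). These genes come from the part of Table S4 held here, and its 2 control arrays stand in for the published expression data that Fig. 5B uses. They may lie mostly on chromosome 1 and need not stand for the whole genome. With the 6 hour library in place of the 3 hour library, the alternative that moved this value most and one added after the values were seen, r was 0.226 (0.174 to 0.265). With all libraries reduced at random to 6485439 reads it was 0.387, and with promoter GC content taken out of both measures it was 0.417 (0.368 to 0.458). In 5 groups of genes from low to high mRNA, the median log2 ratio was −0.12, 0.12, 0.47, 0.84 and 1.08. The averaged HA-Macro peak rose between the lowest and the highest group from 0.20 to 1.21 at 3 hours, from 0.31 to 0.57 at 6 hours and from 0.15 to 0.28 at 12 hours. The promoter of Rbp7 (chromosome 4, 148823796 to 148829087), the gene of Fig. 5C, held 10 reads at 3 hours, 20 at 6 hours and 35 at 12 hours, a log2 ratio of 12 over 3 hours of 1.69 (0.65 to 2.87). The name Rpl8a of Fig. 5D is not in the annotation used.

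**Figure D1:**
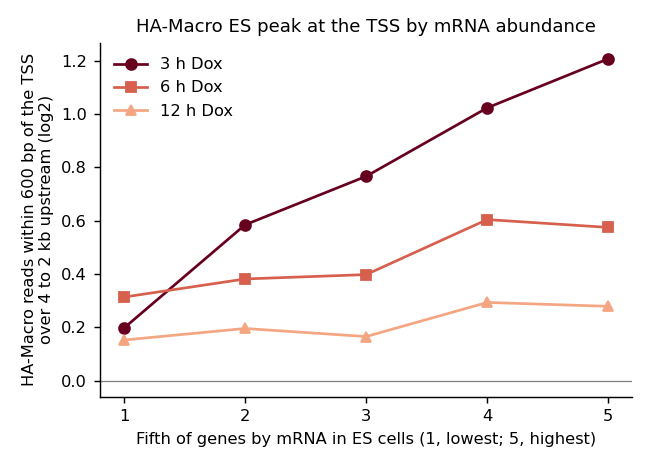
HA-Macro peak at the TSS in ES cells (y axis, log2 of coverage within 600 bp of the TSS over that from 4 to 2 kb upstream) for 5 groups of 244 or 245 genes from the lowest to the highest mRNA in ES cells (x axis), with 1 line for each time of Dox. Between the first and the last group the line for 3 hours rises from 0.20 to 1.21 and that for 12 hours from 0.15 to 0.28.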

**Figure 5:**
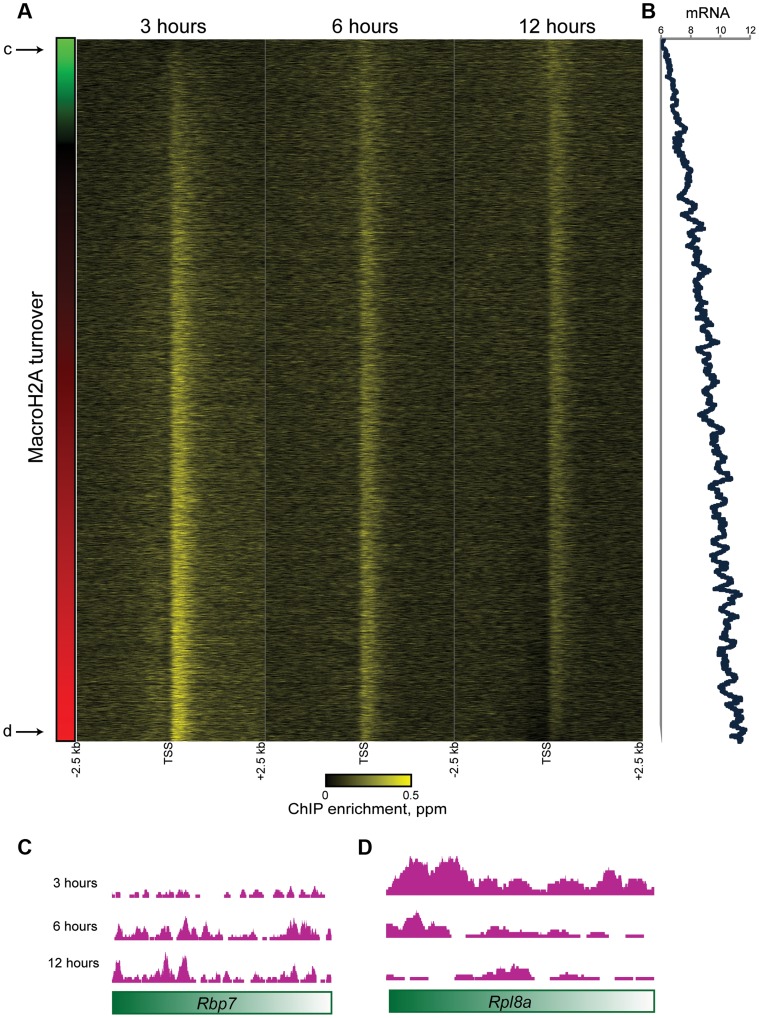
Promoter MacroH2A2 dynamics correlate with transcription. (A) Genes from Cluster 1 are sorted by the change in Macro enrichment from 3 to 12 hours (change in Macro is schematized in green to red colorbar to the left). (B) 80 gene running window average of mRNA abundance [42], expressed as log2 of the Affymetrix microarray probe intensity, for genes sorted as in (A). r = 0.46 between turnover (expressed as log2 t = 3/t = 12) and mRNA abundance. (C–D) Genome browser tracks for one “hot” and one “cold” example gene, as indicated in (A).

What is the function of rapid MacroH2A2 replacement at highly-expressed promoters? Knockdown of MacroH2A2 resulted in extremely modest changes in global mRNA abundance (**Table S4**), likely reflecting compensatory gene regulation by MacroH2A1, which is present in ES cells at ∼10-fold higher abundance than is MacroH2A2. Nonetheless, mRNA abundance exhibited greater changes at genes associated with slow MacroH2A2 exchange dynamics than at genes with rapid MacroH2A2 replacement (**Figure S10**).

### MacroH2A2 localization and dynamics in differentiated cells

Given that several histone variants are “hyperdynamic” in ES cells [20] and that the Macro content in somatic cells is considered an epigenetic barrier for epigenetic reprogramming to pluripotency [24], [26], we sought to characterize the changes in MacroH2A2 dynamics between ES cells and mouse embryonic fibroblasts (MEFs). We generated transgenic mouse embryos by injecting *TRE-HA-MacroH2A2* ES cells into blastocysts, derived MEFs from E12.5 chimeric embryos, then purified a homogenous population of *TRE-HA-MacroH2A2* MEFs after selection against host blastocyst-derived cells. Importantly, HA-Macro protein induction dynamics were similar in ES cells and MEFs (**Figure S11**), enabling comparisons of Macro dynamics using this system. We first mapped MacroH2A2 in MEFs using an anti-MacroH2A2 antibody. 

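The anti-MacroH2A2 library from MEFs holds 14899508 mapped intervals of 400 bp, 0.462% of them repeated, and combines 2 replicates according to its label. As for ES cells, the label describes untreated wild-type cells whereas Fig. S12 and the column names of Table S3 refer to Dox-treated cells, so that no Dox state is assigned. Reads were counted and scaled as for the ES library, and log2(ES / MEF) at promoters was computed after adding 1 read to each count. Ratios given for single named genes were computed without the added read. In this library the tiles of chromosome X held a median of 1.46 times the p.p.m. they held in the anti-HA MEF library at 12 hours of Dox.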

As observed for ES cells, Macro localization patterns were strongly correlated before and after Dox induction (**Figure S12**), and were strongly correlated with HA mapping data from Dox-induced cells (r = 0.98, see below), providing strong evidence for antibody specificity.

Overall, MacroH2A2 patterns were similar (r = 0.67 using 100 kb bins) between ES cells and MEFs (**Figure 6A**, **Figure S13**, **Tables S1–S2**), supporting prior reports showing good correlations for MacroH2A1 localization between different cell types [40]. 

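Across 25285 tiles of 100 kb, the anti-MacroH2A2 libraries from ES cells and MEFs correlated with r = 0.763 (95% interval 0.745 to 0.779, rho = 0.746). Tiles of 1 Mb moved this value most, to 0.835, and leaving out chromosomes X and Y gave 0.742. The ES library correlated with the anti-HA MEF libraries at 3, 6 and 12 hours with r = 0.677, 0.683 and 0.674.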

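With each library scaled to its own reads, 52.3% of 25285 tiles of 100 kb held more anti-MacroH2A2 p.p.m. in MEFs than in ES cells. Such scaling compares the distribution of reads and carries no information on the total amount of MacroH2A2. The SD of log2(MEF / ES) across tiles was 0.37, where counting alone would give 0.12.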

There was a general increase in MacroH2A2-enriched regions in MEFs relative to ES cells (**Figure S13A**), consistent with the fact that MacroH2A2 levels are higher in MEFs than in ES cells. Overall, while MacroH2A2 was generally maintained at gene-rich regions in MEFs as well as ES cells (**Figure 6A** **, S13**), we identified a large number of additional regions that gained Macro in MEFs relative to ES cells. Interestingly, MEF-specific Macro domains typically occurred in gene-poor chromosomal regions (**Figure S13**). 

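The 2528 tiles of 100 kb with the highest log2(MEF / ES), with a median of 0.65, held 0.996 annotated genes per tile (95% interval 0.806 to 1.15). The 2528 tiles with the lowest, with a median of −0.57, held 3.12 (2.89 to 3.33), against 1.42 over all tiles. When only protein-coding genes were counted, the values were 0.364 and 2.22, against 0.853 over all tiles. Across tiles, log2(MEF / ES) correlated with gene number with r = −0.316 (−0.362 to −0.272). In MEFs alone, anti-MacroH2A2 reads correlated with gene number with r = 0.0173 (−0.0171 to 0.0514). For 1 Mb tiles r was 0.0896 (0.0231 to 0.156). With protein-coding genes only, it was 0.0649 (0.0322 to 0.0954) for 100 kb tiles and 0.164 (0.101 to 0.222) for 1 Mb tiles.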

In terms of gene categories associated with the sparse genes found in these gene-poor regions, MEFs gained MacroH2A2 at a broad set of genes involved in alternative differentiation programs including neural, leukocyte, muscle, and spermatogenesis programs (**Table S5**). This broadly supports the idea that the more plastic pluripotent chromatin state becomes progressively restricted during differentiation, with unused genes in each variety of differentiated cell type becoming “locked down” via MacroH2A2 incorporation.

**Figure 6:**
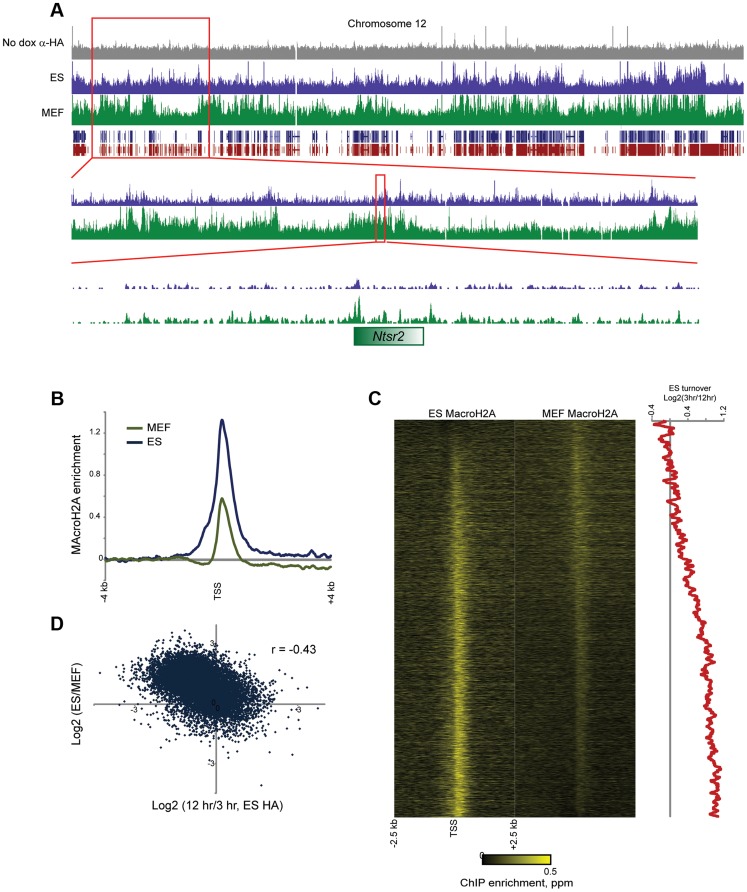
MacroH2A2 localization changes in embryonic fibroblasts. (A) Genome browser image for anti-HA control, MAcroH2A2 in ES cells, and MacroH2A2 in MEFs. Top panel shows chromosome 12, showing general agreement between Macro localization in ES cells and MEFs. Notably, some gene poor regions gain MacroH2A2 in MEFs relative to ES cells, as shown in two successive zooms. (B) TSS-aligned MacroH2A2 averages. All Anti-Macro mapping data are averaged for all named genes for ES cells and for MEFs, as indicated. Each trace represents two averaged replicate datasets. (C) Heatmaps showing MacroH2A2 promoter localization in ES cells and MEFs, as indicated. Note that data here are normalized relative to the average MacroH2A2 level in the corresponding cell type (rather than to genome-wide data). Genes are sorted by the difference in MacroH2A2 levels between ES cells and MEFs. Right panel shows 100 gene running window average of Macro turnover in ES cells (calculated as log2 of HA enrichment at t = 12 hrs vs/t = 3 hrs – high values represent slow turnover, low value represent rapid turnover). (D) Scatterplot of change in Macro enrichment between ES and MEFs (y axis) vs. Macro turnover in ES cells, calculated as in (C) (x axis).

In addition to broad gains of MacroH2A2 over gene-poor regions, we observed widespread changes in Macro enrichment over promoters between MEFs and ES cells. The average peak of MacroH2A2 over promoters exhibited an apparent decrease in MEFs (**Figure 6B**), although given that genome-wide there is more MacroH2A2 signal distant from promoters in MEFs relative to ES cells, this loss is overestimated as a result of dataset normalization. 

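In MEFs, anti-MacroH2A2 coverage within 600 bp of all TSSs stood at a log2 ratio of 0.33 over the upstream level (95% interval 0.29 to 0.41), with the highest bin at 0.58 (0.53 to 0.67), centered 230 bp downstream of the TSS. For the protein-coding genes alone, the mean within 600 bp was 0.43 (0.37 to 0.54) in MEFs and 1.00 (0.94 to 1.1) in ES cells. Over the TSSs of all 36277 genes outside the discarded tiles, it was 0.30 (0.28 to 0.31) in MEFs and 0.76 (0.73 to 0.78) in ES cells, so that the intervals of the cell types did not overlap in either set.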

Accounting for this possibility, we nonetheless noted extensive redistribution of promoter-localized MacroH2A2 between ES cells and MEFs (**Figure 6C**). Curiously, MacroH2A2 changes between ES cells and MEFs correlated poorly (r = 0.02) with gene expression changes between these cell types, although we did note that exceptionally unpregulated genes characteristic of fibroblasts such as collagen and extracellular matrix factors (*Col1a1*, *Col5a1*, *Lox*, *Tgfb2*, *Fib1*, etc.) generally lost MacroH2A2 at their promoters in MEFs (**Tables S1–S2**). Instead of correlating with gene expression changes, we found that loss of Macro in MEFs tended to occur at promoters exhibiting dynamic Macro turnover in ES cells (**Figures 6C–D**). In contrast, *stably* Macro-associated promoters in ES cells preferentially retained Macro in MEFs. Together, these results suggest that dynamic assembly and disassembly of MacroH2A2 at highly expressed promoters is a specific feature of ES cells that is lost upon differentiation. 

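Expression in MEFs is not analysed here, and the promoters of these genes hold few reads. The Tgfb2 promoter (chromosome 1, TSS 188529871) held 10 anti-MacroH2A2 reads in ES cells and 2 in MEFs, a log2 ratio of MEF over ES of −3.12 (95% interval −6.35 to −0.89). Lox (chromosome 18, TSS 52689521) held 10 and 4 reads (−2.12, −4.25 to −0.33), and Col5a1 (chromosome 2, TSS 27741945) 19 and 10 (−1.73, −3.00 to −0.55). For Col1a1 (chromosome 11, TSS 94797538), with 10 and 6 reads, the interval reaches 0 (−1.54, −3.28 to 0.06). Fib1 is not a symbol of the annotation used. The fibrillin gene Fbn1 (chromosome 2, TSS 125333729) held 4 reads in ES cells and 10 in MEFs (0.52, −1.27 to 2.65). These intervals cover counting error only.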

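Across all 37273 promoters, ES turnover, as log2 of the 12 hour over the 3 hour HA-Macro reads, correlated with log2(ES / MEF) of the anti-MacroH2A2 reads with r = −0.255 (95% interval −0.271 to −0.238, rho = −0.281). With the 6 hour library in place of the 3 hour library, the alternative that moved this value most and one added after the values were seen, r was −0.129. With every library reduced at random to one total it was −0.174, and with 5 reads added to each count −0.300. When promoters were divided into 10 groups of equal size by ES turnover, the median log2(ES / MEF) was 0.87 and 0.89 in the 2 most dynamic groups and declined to 0.18 in the least dynamic. With all libraries at a common total, where the added read weighs equally on both cell types, it went from 0.59 to 0.04, and with the 6 hour library in place of the 3 hour library from 0.70 to 0.29. Both were computed after the values were seen. Turnover in MEFs correlated less with the same ratio (r = −0.0983, −0.112 to −0.0849). From the loss at promoters with dynamic turnover in ES cells and its retention at stable promoters, the paper proposes that dynamic assembly of MacroH2A2 at highly expressed promoters is specific to ES cells.

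**Figure D2:**
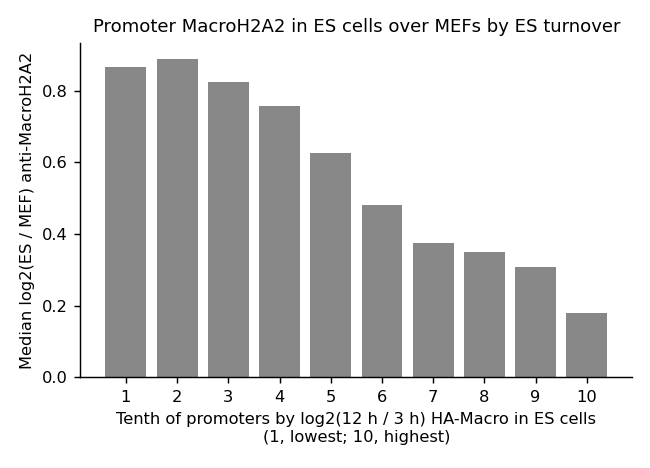
Median log2(ES / MEF) of anti-MacroH2A2 promoter reads (y axis) for 10 groups of the 37273 promoters by HA-Macro turnover in ES cells, from the lowest to the highest log2 of 12 hour over 3 hour reads (x axis). The bars go from 0.87 in the most dynamic group to 0.18 in the least dynamic.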

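At the promoter of Rpl8 (chromosome 15, 76734501 to 76736748), HA-Macro reads in ES cells went from 37 at 3 hours to 25 at 6 hours and 6 at 12 hours, a log2 ratio of 12 over 3 hours of −2.74 (95% interval −4.27 to −1.48), against 8 reads without Dox. At Rpl32 (chromosome 6, 115755523 to 115758765) the reads were 36, 19 and 11 (−1.82, −2.95 to −0.82). In MEFs the same ratio was 0.01 at Rpl8 (−1.55 to 1.73) and −0.21 at Rpl32 (−1.71 to 1.39). Anti-MacroH2A2 reads numbered 11 in ES cells and 12 in MEFs at Rpl8, a log2 ratio of MEF over ES of −0.68 (−1.98 to 0.65), and 8 and 6 at Rpl32 (−1.22, −3.02 to 0.50), so that a difference between the cell types was not detectable at either promoter at this depth. Unlike these ratios at single genes, medians over sets of genes use the added read. Over all 79 protein-coding genes named Rpl or Rps, the median turnover was −1.46 in ES cells, with 77 below 0, and −0.69 in MEFs, with 62 below 0. With all HA-Macro libraries at a common total these medians were −1.38 and −0.43. With 6 hour in place of 3 hour libraries they were −0.55, with 69 below 0, and −0.42, with 53 below 0. Their median log2(ES / MEF) was 1.08, with 68 above 0.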

In other words, while ribosomal protein genes (*Rpl8*, *Rpl32*, etc.) are highly expressed in both ES cells and MEFs, in ES cells their promoters are associated with rapidly-exchanging Macro, whereas these promoters are depleted of Macro in MEFs.

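HA-Macro MEFs were analysed after 3, 6 and 12 hours of Dox at 2 μg/ml by anti-HA ChIP-Seq, with 1 library at each time point and no library without Dox. The libraries hold 11271295, 10896851 and 20541627 mapped intervals of 150 bp, of which 4.08%, 3.52% and 3.27% are repeated. They were made by the authors as for ES cells, and tiles, TSS profiles and promoter turnover were computed in the same way. The tiles discarded are those of the no-Dox ES library. The median promoter held 5.15 reads at 3 hours and 8.73 at 12 hours, against 11.4 and 10.1 in ES cells, so that counting error is larger in MEFs.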

To explicitly characterize Macro dynamics in MEFs, we carried out HA-Macro mapping at 3, 6, and 12 hours after Dox induction. As with ES cells, HA localization at all 3 time points was highly correlated (r = 0.98 for all three time points using 100 kb windows) with mapping data obtained using the anti-Macro antibody. In contrast to ES cells, however, inspection of genome browser tracks yielded many fewer instances of 3 hour HA peaks that diminished at 6 and 12 hours. 

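The anti-MacroH2A2 library from MEFs correlated with the anti-HA MEF libraries with r = 0.895 at 3 hours (95% interval 0.881 to 0.906), 0.882 at 6 hours (0.869 to 0.893) and 0.894 at 12 hours (0.880 to 0.904), across 25307 or 25308 tiles of 100 kb. For the 12 hour library, keeping the tiles with the top 1% of no-Dox signal moved r most, to 0.489, and dividing each library by the no-Dox library gave 0.639. Between the anti-HA MEF libraries, r lay between 0.978 and 0.986.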

More systematically, we found that the average TSS-proximal HA peak was nearly identical at all three time points (compare **Figures 7A and B**). 

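Over all TSSs, the HA-Macro peak in MEFs stood at a log2 ratio of 0.74 at 3 hours (95% interval 0.20 to 1.51), 0.67 at 6 hours (0.17 to 1.39) and 0.50 at 12 hours (0.09 to 1.09). The fall from 3 to 12 hours was 0.24 (0.11 to 0.42), which is not smaller than that in ES cells over the same TSSs. With repeated intervals collapsed over all TSSs, which moved the fall most, it was 0.13. With the TSSs in the discarded tiles left out, the peak was 0.23 (0.22 to 0.25), 0.19 (0.17 to 0.20) and 0.10 (0.08 to 0.12), with a fall of 0.13 (0.12 to 0.14), smaller than in ES cells. For protein-coding genes outside the discarded tiles, the fall was 0.19 (0.17 to 0.20) in MEFs and 0.63 (0.60 to 0.66) in ES cells. Without use of the 3 hour library, the fall from 6 to 12 hours in MEFs was 0.18 (0.08 to 0.31) over all TSSs, above that in ES cells, and 0.09 (0.08 to 0.10) outside the discarded tiles, below that in ES cells.

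**Figure D3:**
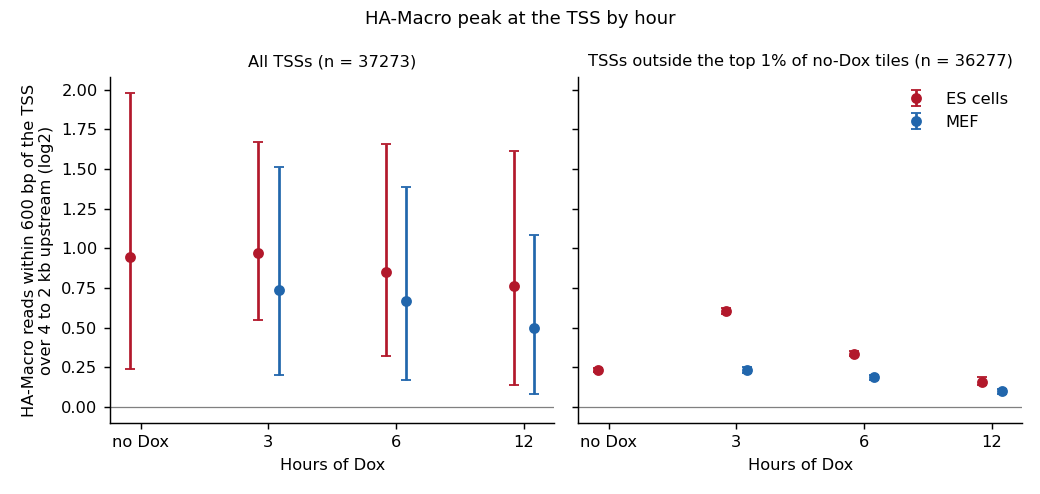
HA-Macro peak at the TSS (y axis, log2 of coverage within 600 bp of the TSS over that from 4 to 2 kb upstream) by hours of Dox (x axis) in ES cells and MEFs, over all 37273 TSSs (left) and over the 36277 TSSs outside the tiles with the top 1% of no-Dox signal (right). Points are single libraries and bars are 95% intervals from resampling the genome in blocks of 10 Mb. On the right, ES cells go from 0.61 at 3 hours to 0.16 at 12 hours and MEFs from 0.23 to 0.10.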

Not only was the average promoter HA peak nearly identical at all three time points, but there was less variation from t = 3 to t = 12 in our MEF data than in our ES data (**Figure 7C**). 

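Across 37273 promoters, log2 of the 12 hour over the 3 hour HA-Macro reads had an SD of 0.87 in ES cells (95% interval 0.86 to 0.88) and 0.78 in MEFs (0.76 to 0.79). Read numbers alone would give an SD of 0.63 in ES cells and 0.76 in MEFs. The SD beyond counting was therefore 0.60 in ES cells and 0.16 in MEFs. With all HA-Macro libraries reduced at random to 10896066 reads, it was 0.57 in ES cells and 0.05 in MEFs. With the 6 hour library in place of the 3 hour library, it was 0.21 in ES cells and 0.03 in MEFs, while the SD itself was 0.68 in ES cells and so below the 0.77 of MEFs. The median ratio was −0.32 in ES cells (−0.36 to −0.30) and −0.19 in MEFs (−0.20 to −0.19). Adding 5 reads to each count in place of 1 moved the SDs most, to 0.62 in ES cells and 0.47 in MEFs, and put the MEF median at −0.43, below the ES median of −0.26, where the added reads weigh more on the smaller 3 hour library. With all HA-Macro libraries reduced at random to a common total, the medians were −0.32 in ES cells and −0.086 in MEFs.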

Sorting genes by inferred turnover behavior in MEFs revealed a subtle correlation between promoter turnover kinetics and mRNA abundance in MEFs (**Figure 7D**), but this relationship was far less robust (r = 0.17 versus r = 0.46) than that observed in ES cells (**Figure S14**). Taken together, these data show that rapid MacroH2A2 turnover is a specific feature of ES cells, and that upon differentiation to MEFs Macro is lost from dynamic promoters but retained in larger blocks of stably-associated Macro.

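The ratio of 12 hour over 3 hour reads was below 0 on the log2 scale at 63.7% of promoters in ES cells and 61.2% in MEFs. With 6 hour libraries in place of the 3 hour libraries, these shares were 60.9% and 60%. The added read pulls the ratio down where the 12 hour library is the larger, as in MEFs, and with all HA-Macro libraries at a common total the shares were 61.9% and 54.3%. Between ES cells and MEFs, promoter turnover correlated with r = 0.138 (95% interval 0.123 to 0.152, rho = 0.143), and with r = 0.0511 when the 6 hour libraries took the place of the 3 hour libraries. The share of anti-HA MEF reads in the 10000 windows richest in HA-H3.3, over the share of the no-Dox ES library, was 1.17 at 3 hours (1.14 to 1.20), 1.16 at 6 hours (1.13 to 1.19) and 1.07 at 12 hours (1.04 to 1.1). From the near-identical peaks over the time course and the narrower spread of turnover in MEFs, the paper concludes that rapid MacroH2A2 turnover is a feature of ES cells.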

**Figure 7:**
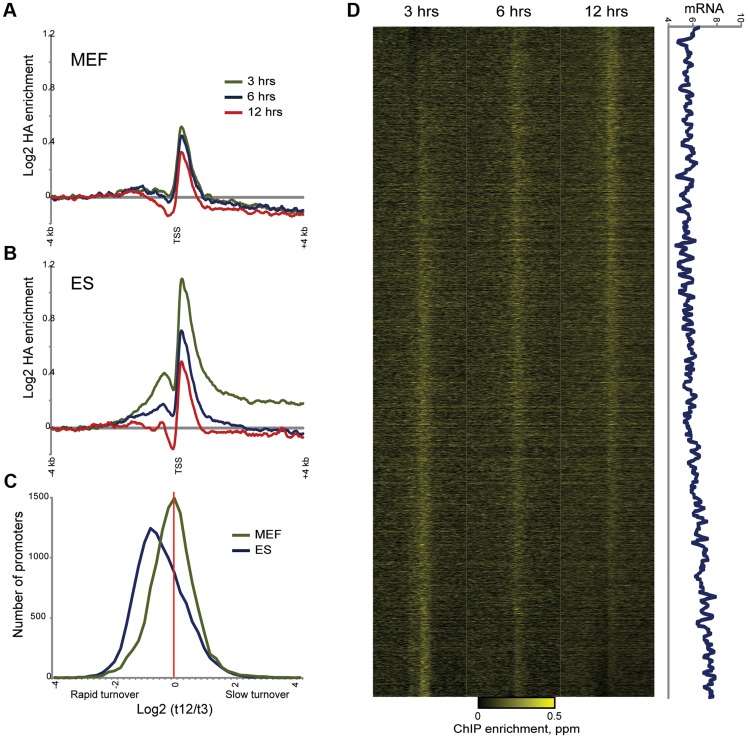
Altered MacroH2A2 dynamics in MEFs. (A) Averaged HA mapping data for MEFs during an HA-MacroH2A2 induction time course. Y axis is same scale as for (B), below. (B) As in (A), but for ES cells. Same as top panel in **Figure 4B**. (C) Distribution of promoter turnover behavior for MEFs and ES cells. For each cell type, we estimated turnover behavior using the log2 of promoter HA data for t = 3 divided by t = 12. For each cell type, histogram shows number of genes in each bin, from rapid turnover (negative values) to slow (positive values). Note the distinct left-shifted distribution for ES cells, characteristic of overall rapid promoter Macro dynamics. In addition to being centered on zero, the width of the distribution is tighter for MEFs, indicating less variation in promoter Macro turnover in these cells. (D) Heatmap view of HA mapping data from MEFs, sorted by inferred turnover from slow (top) to rapid (bottom). Right panel shows a 80 gene running window average of mRNA abundance (log2 of Affymetrix single channel intensity). r = 0.17 between MEF Macro turnover and mRNA abundance, as compared with r = 0.46 for ES cells (**Figure 5B**).

## Discussion

Here, we extended a genetically encoded pulse-chase approach to use inducible epitope-tagged histone variants to study chromatin dynamics in mammalian cells. The inclusion of a temporal component in studying histone variant turnover yields information normally lost when analyzing static binding data, even for the well-studied H3.3 histone variant. Our use of non-transformed pluripotent embryonic stem cells and primary mouse embryonic fibroblasts demonstrate the broad utility of this approach in mammals.

### MacroH2A2 localization and dynamics

We primarily focus here on the relatively unstudied MacroH2A2 variant. Overall, we observe extensive differences in the localization and dynamics of this variant between pluripotent ES cells and committed mouse embryonic fibroblasts. In ES cells, we observed widespread localization of MacroH2A2 across gene rich domains, along with a strong TSS-proximal peak of MacroH2A2. From our time course mapping studies, we infer that MacroH2A2 is rapidly replaced at promoters, and that this replacement is positively correlated with a gene's expression level. It is worth noting that H3.3 replacement is also rapid at promoters and correlates with mRNA abundance, indicating that in ES cells promoters exhibit rapid turnover of multiple histone variants.

Upon differentiation to embryonic fibroblasts, MacroH2A2 is broadly gained over gene poor domains, resulting in increased MacroH2A2 levels over genes associated with alternative differentiation programs such as neural or immune cell differentiation. Intriguingly, MacroH2A2 becomes far less dynamic in MEFs, and moreover MacroH2A2 is generally lost from those promoters where it is most dynamic in ES cells. Among other things, this observation argues that dynamic MacroH2A2 replacement inferred at highly-expressed genes in ES cells does not simply reflect nonspecific association of ectopically expressed histones with “open” promoters, as the highly expressed genes in MEFs exhibit far more subtle Macro dynamics than do the same genes in ES cells. 

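With chromosomes X and Y left out, 34653 promoters remained. Their turnover had an SD of 0.86 in ES cells and 0.76 in MEFs. With the 6 hour libraries in place of the 3 hour libraries the SDs were 0.66 and 0.76, where the order of the cell types is the opposite. These SDs include counting error, and the SD beyond counting with the 3 hour libraries was 0.61 in ES cells and 0.17 in MEFs. With the 6 hour libraries, over all chromosomes, the SD beyond counting was 0.21 in ES cells and 0.03 in MEFs. The HA-Macro peak outside the discarded tiles stood at log2 ratios of 0.61, 0.34 and 0.16 at 3, 6 and 12 hours in ES cells and 0.23, 0.19 and 0.10 in MEFs. The correlation of ES turnover with log2(ES / MEF) was −0.274, and −0.146 with the 6 hour library in place of the 3 hour library. On the 2599 promoters of chromosome X alone this correlation was 0.000785, and 0.05 with the 6 hour library.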

Removal of the X chromosome from all key analyses (**Figure S15**) does not alter any of the conclusions regarding the change in Macro behavior between ES cells and MEFs, which is unsurprising as both cell types used in this study are male and thus data from the X chromosome reflects only the active X.

Together, these results are broadly consistent with the idea that pluripotent cells are characterized by “hyperdynamic” chromatin [20]. Interestingly, in contrast to the global hyperdynamic state observed by photobleaching for other histone variants, here we observe local, rather than global, dynamic MacroH2A2 behavior at a small fraction of loci—promoters of highly expressed genes. It will be interesting to identify factors contributing to ES-specific promoter MacroH2A2 dynamics in future studies.

### MacroH2A2 dynamics in cell fate determination

Our findings that the dynamics of Macro turnover decrease as pluripotent ES cells become developmentally committed, and that stable MacroH2A2 becomes incorporated in gene poor regions and at genes associated with alternative cell fates in MEFs, have implications for the interpretation of several recent studies suggesting that the MacroH2A content of somatic cells acts as a barrier to epigenetic reprogramming of the genome to a pluripotent state. It is widely appreciated that Macro content increases during cellular differentiation and ageing, and studies employing somatic cell nuclear transfer (SCNT, or cloning), revealed that somatic MacroH2A1 is actively removed from the genome prior to the acquisition of pluripotency [24]. These observations, coupled with the accumulation of MacroH2A on the Xi during the process of X chromosome inactivation in female cells, suggest that removal of MacroH2A from the somatic genome may facilitate, or even be a prerequisite for, reprogramming to pluripotency.

Indeed, a recent study found that depletion of MacroH2A1 and 2 from somatic cells prior to initiation of epigenetic reprogramming via the ectopic expression of Oct4, Sox2, Klf4, and c-Myc (the Yamanaka factors—[41]) greatly improved reprogramming efficiency [27]. This study implicated repression of pluripotency-associated genes (*Oct4*, *Sox2*) with high MacroH2A1 content in somatic cells as the epigenetic barrier, such that removal of MacroH2A from pluripotency-associated promoters might allow for the reprogramming factors to more readily activate these genes. While this may be a contributing factor, in general MacroH2A content does not strongly predict gene repression. For example, in MEFs MacroH2A1 is highly enriched at the active *Thy1* gene, but in ES and iPS cells, where *Thy1* is silent, MacroH2A1 is nearly completely absent [27]. Indeed, in ES cells we find that MacroH2A2 is associated with active promoters (**Figure 2**), further arguing against a simple model for a universally repressive function of MacroH2A. Instead, we speculate that stable association of MacroH2A (**Figure S10**), rather than average MacroH2A occupancy per se, is more likely to play a role in gene repression. 

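The promoter of Sox2 (chromosome 3, 34548927 to 34551383) held 9 anti-MacroH2A2 reads in ES cells and 16 in MEFs, which is 1.02 and 1.04 p.p.m., against 0.390 p.p.m. in the no-Dox anti-HA library. HA-Macro reads in ES cells went from 32 at 3 hours to 24 at 6 hours and 12 at 12 hours, a log2 ratio of 12 over 3 hours of −1.53 (95% interval −2.62 to −0.53). In MEFs they numbered 13, 13 and 19, a log2 ratio of −0.32 (−1.41 to 0.82), so that a change was not detectable there at this depth.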

Consistent with this idea, we observe Macro enrichment over *Sox2* in both ES cells and in MEFs, but in ES cells this gene is marked by rapid Macro replacement whereas Macro association is much more stable in MEFs (not shown).

Our findings that (1) dynamic incorporation of MacroH2A2 in gene-rich regions is correlated with highly active promoters, and that (2) stable MacroH2A2 incorporation in gene-poor regions (harboring genes associated with alternative cell fates) in MEFs is correlated with gene silencing, suggests that Macro removal during reprogramming may be most critical at these stable loci for re-establishing the “permissive” chromatin state characteristic of pluripotent cells.

### Extension to tissue-specific chromatin dynamics

To date, the majority of studies on histone dynamics have been carried out in cell culture systems. However, it will be of great interest to begin understanding the tissue-specific differences in chromatin dynamics *in vivo*, both under control conditions and in response to environmental perturbations. Thus, we generated a inducible histone variant mouse strain after blastocyst injection of the *TRE-HA-H3.3 ES* cell line and successful germline transmission of the R26-M2rtTA and *TRE-HA-H3.3* alleles (**Figure S16**). Administration of 2 mg/mL doxycycline in the drinking water of *TRE-HA-H3.3* mice resulted in HA-H3.3 induction in liver nuclear extracts (**Figure S16C**). These animals will therefore provide a unique and exciting resource for characterization of histone dynamics in different tissues and cell types, and provide a proof of principle for the application of our approach *in vivo*.

## Materials and Methods

### Ethics statement

All procedures involving mice were reviewed and approved by the Institutional Animal Care and Use Committee of the University of Pennsylvania (Animal Welfare Assurance Reference Number #A3079-01, approved protocol #803415 granted to Dr. Lengner) and were in accordance with the guidelines set forth in the Guide for the Care and Use of Laboratory Animals of the National Research Council of the National Institutes of Health.

### Targeting & stable cell line derivation

cDNA of various histone variants ((H2a-MMM1013-98478233; H2Az-MMM1013-9498090; MacroH2a2-MMM1013-9201250; H3.3-MMM1013-98478016, H1o-MMM1013-65296, Open Biosystems & human H3.1-Kind gift of Eric Campeau)) were initially subcloned in-frame with the HA-tag, then were cloned into the unique *EcoRI* restriction site of the pBS31 vector containing a *PGK* promoter followed by an ATG start codon and an FRT recombination site, followed by a splice acceptor-double polyA cassette, the tetracycline operator with a minimal CMV promoter, the unique *EcoRI* site, and an SV40 polyadenylation signal. The pBS31 vector containing the histone/histone variant cDNA was then electroporated along with a Flpe recombinase-expressing vector into KH2 embryonic stem cells harboring the modified reverse tetracycline transactivator (M2rtTA) targeted to and under transcriptional control of the *ROSA26* locus, as well as an FRT-flanked *PGK-neomycinR* cassette followed by a promoterless, ATG-less hygromycinR cassette targeted downstream of the *Collagen1a1* locus [38]. Selection for hygromycin resistance upon flip-in yielded numerous colonies which were verified for proper site-specific recombination at the *Coll1a1* locus by digestion of genomic DNA and Southern blotting with a 3′ internal probe, yielding a 6.2 kb wildtype band, a 6.7 kb band for the FRT-containing knock-in allele, and a 4.1 kb band for the successfully flipped-in inducible allele. Together, the components of this system enable tetracycline induction of the epitope-tagged histone variant of choice in embryonic stem cells from a genomically-integrated construct.

### HA-histone induction

Activation of the TetOn HA-tagged histone expression was carried out by addition of 2 µg/mL doxycycline hyclate (Sigma D9891) to the culture media. Cells were collected at different induction time points and induction of HA tagged histone variants in ES cells was assayed via Western blot.

### Validation of ES cell pluripotency

ES cell cultures were fixed in 4% paraformaldehyde for 5 minutes prior to staining for pluripotency markers alkaline phosphatase and Oct4. Alkaline phosphatase was detected by enzymatic reaction using a Vector Red substrate kit (Vector Labs). Immunofluorescence staining for Oct4 was carried out by first permeabilizing and blocking in 5% FBS, 0.1% Triton-X 100 for 15 minutes, then incubating with an anti-Oct4 primary antibody at 1∶100 for 1 hr at room temperature (Rabbit polyclonal H-134, Santa Cruz Biotech). After 3 washes with PBS, cells were incubated with an anti-rabbit secondary antibody labeled with Cy3, washed, stained with DAPI for total DNA, and imaged.

### Chimera generation and MEF Isolation

HA-MacroH2A2 or HA-H3.3-inducible ES cells were injected into BDF2 blastocysts and transplanted into pseudopregnant recipient females. For HA-MacroH2A2 MEF isolation, pregnant females were euthanized at E12.5, embryos were dissected followed by removal of internal organs. Embryos were then minced in the presence of 0.25% Trypsin-EDTA and incubated at 37°C for 20 minutes. MEF medium was then added and cell suspension was titrated followed by plating cells onto two 15 cm culture dishes per embryo. Cells were cultured for 12 hours at 37°C, 3% CO_2_, and 5% O_2_ after which puromycin was added to the MEF culture media to select against host blastocyst-derived cells (by virtue of a constitutively active puromycin resistance cassette targeted to the *ROSA26* locus along with the M2rtTA). After 48 hours of puromycin selection, homogenous populations of HA-MacroH2A2 MEFs were trypsinized and frozen at passage 1. ChIP-Seq experiments on MEFs were carried out after thawing and one additional passage (i.e., p2 MEFs). For generation of HA-H3.3 mice, blastocyst injection was performed as above, but embryos were carried to term. High contribution chimeras (>95% by coat color) were backcrossed to Bl/6 mice to establish an inducible HA-H3.3 mouse colony.

### Time course & ChIP-Seq

ES cells were grown in standard ES media containing Lif (ES Gro, Millipore) on mitotically inactivated feeder MEFs until approximately 80% confluence. ES cells were then pre-plated on gelatin and incubated for 45 min to deplete feeder MEFs by virtue of their faster adherence than ES cells (roughly 3 hours). ES cells were then split onto three gelatinized plates each of which was induced at different time points by the addition of final 2 µg/mL doxycycline hyclate (Sigma). A similar procedure was used for induction of MEFs at passage 2. All time points were crosslinked with formaldehyde to a final concentration of 1% for 10 minutes, and were quenched with 125 mM glycine. Crosslinked cells were resuspended in 270 µl SDS-Lysis Buffer (1% SDS, 10 mM EDTA and 50 mM Tris-Cl, pH 8.1) including protease inhibitor complex (Sigma) and PMSF (Sigma), and chromatin was sonicated in Bioruptor (UCD-200) to an average size of 150–400 base pairs. 70 µg of chromatin of each time point was immunoprecipitated either with HA antibody (Abcam) or MacroH2A2 antibody (Abcam). Eluted ChIP materials were PCI (Phenol-Chloroform-Isoamylalcohol) extracted, RNAse (Qiagen) and CIP (NEB) treated.

### Deep sequencing library construction

ChIP material was then gel-purified and DNA fragments were blunt-ended and phosphorylated with the End-it-Repair kit (EPICENTRE). Illumina genome sequencing adaptors were ligated using the Fast-Link ligation kit (EPICENTRE) after the addition of adenosine nucleotide, using exo- Klenow. And samples were PCR amplified with Illumina genomic DNA sequencing primers. PCR products (250 to 450 bp in size) were gel purified and sent for Illumina GA2 “Solexa” sequencing at the UMass Worcester deep sequencing core facility.

### Data availability

Data will be available at Gene Expression Omnibus, Accession #GSE57665.

### Mapping and normalization

Raw FastQ reads were first collapsed by their sequences while the occurrences were kept. We then mapped reads to the mm9 genome using bowtie allowing at most one mismatch in the alignment. Only one mapping was randomly picked by the -M 1 parameter setting for dealing with multimappers. Each aligned coordinate was extended toward its 3′ end to reach 150 bp length (although extension was clipped if it exceeded the length of the chromosome). We calculated the relative distance to the nearest TSS for all named genes, and for each TSS tallied the sum of read occurrences from 4 kb upstream to 4 kb downstream. The occurrences were normalized to p.p.m. and binned in 20 bp intervals. For TSS-centered averages (as in Figure 3C, for example) data were additionally normalized relative to the average of the first 2 kb (from −4 kb to −2 kb).

Importantly, for turnover analyses, relatively hot and cold regions are insensitive to the normalization method used—if we normalized all datasets to the hottest regions of the genome, rather than observing decreasing HA enrichment at promoters over time, we would observe very slow incorporation across the rest of the genome with increasing enrichment over time. However, in the absence of a true benchmark with known absolute occupancy (eg a set of promoters with 100% occupancy of MacroH2A2 at t = 3 hours), we choose to utilize standard genome-wide normalization and interpret our dataset with these considerations in mind.

### 100 kb tile-based data analysis

The mouse genome was segmented into nonoverlapping 100 kb tiles (eg chromosome 1 1–100,000, chromosome 1 100,001–200,000, etc.). For each tile, total normalized Macro or HA levels were calculated, and number of annotated TSSs was counted (using only TSSs for named genes). Tiles with the top 1% of signal in the anti-HA dataset from uninduced cells were discarded, as these typically covered regions adjacent to extensive repeats that show artifactual “enrichment” in all public datasets examined, including pre-ChIP input sequencing. For computing correlations between datasets, unmappable tiles with zero mapped reads were also removed.

### Promoter-based data analysis

For all named genes, data were aggregated into 20 bp bins from −4 kb to +4 kb surrounding the annotated TSS. These data were used for clustering and visualization throughout. In addition, we calculated a summary statistic based on total enrichment values for the 1.2 kb stretch from −600 to +600 bp—this value was used for analyses such as **Figures 5A**, **6D**, or **7C** (and related Supporting Figures). For comparisons between ES cells and MEFs, we used all genes with an average promoter MacroH2A2 enrichment of at least 0.1, in one of the two datasets, for the 1.2 kB surrounding the TSS.

## Supporting Information

Figure S1 Validation of ES lines carrying inducible HA-tagged histones. (A) Southern blots showing correct integration of HA-histone constructs at the *Col1A1* locus of KH2 cells. (B) Time course Western blots of HA-histone variant expression. As in **Figure 1B**. (C) Low levels of ectopic HA-H3.3 expression. Left and right sides show time courses of HA-H3.3 induction. Top panels show β-actin Western blots for loading controls, bottom panels show anti-HA (left) or anti-H3 (right) blots. Similar experiments were not feasible for Macro-H2A as the HA tag did not introduce a detectable mobility shift on western blot.
(TIF) Click here for additional data file.

Figure S2 Ectopic HA-tagged histones do not affect ES pluripotency markers. (A) RNA levels of pluripotency markers. Q-RT-PCR for *Oct4*, *Sox2*, and *Nanog* before and after 20 hours of dox induction for the indicated histone variants. (B) Alkaline phosphatase staining, for uninduced and 72 hour induction for HA-H2A and HA-MacroH2A2.
(TIF) Click here for additional data file.

Figure S3 H3.3 dynamics. (A–B) HA-H3.3 mapping data for 3 and 6 hours after HA-H3.3 induction. ES cells carrying tet-inducible HA-H3.3 were subject to 3 or 6 hours of doxycycline, as indicated. TSS-aligned data are shown for all named genes (A), sorted according to expression level in ES cells (B). (C–D) Dynamic aspects of histone H3.3 replacement. Here, TSS-aligned ChIP-Seq data for HA-H3.3 are averaged for genes in each of four expression categories. 

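Over all TSSs, HA-H3.3 reads from the TSS to 1 kb downstream were 1.24 times those from 1 kb upstream to the TSS at 3 hours (95% interval 1.20 to 1.31) and 1.13 times at 6 hours (1.11 to 1.16). Counting protein-coding genes alone, an alternative added after the values were seen, moved these ratios most, to 1.3 and 1.15. Among 5 groups of genes by mRNA in ES cells, the ratio in the group with the highest mRNA was 1.21 at 3 hours (1.08 to 1.35) and 1.06 at 6 hours (0.97 to 1.16). In the group below it, the ratio was 1.34 (1.21 to 1.50) at 3 hours and 1.22 (1.1 to 1.37) at 6 hours. In the group with the lowest mRNA it was 1.01 (0.91 to 1.11) at 3 hours and 0.98 (0.87 to 1.11) at 6 hours. With both time points resampled over the same genes, a test added after the values were seen, the 3 hour ratio over the 6 hour ratio was 1.14 (1.1 to 1.20) in the group with the highest mRNA, 1.1 (1.05 to 1.16) in the group below it and 1.03 (0.91 to 1.19) in the group with the lowest mRNA. In the 2 groups between these it was 1.02, with intervals from 0.93 to 1.11 in one and 0.94 to 1.11 in the other. Over all TSSs it was 1.1 (1.07 to 1.13).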

Notably, highly-expressed genes show symmetric H3.3 peaks at 6 hours but show stronger downstream peaks at 3 hours, showing that steady-state mapping of H3.3 obscures subtleties of chromatin dynamics. In this regard our data subtly disagree with CATCH-IT metabolic labeling studies, which show more rapid overall protein dynamics upstream of the TSS than downstream [43]. This discrepancy could arise from the fact that CATCH-IT identifies replacement dynamics for ALL DNA-bound proteins, and this dataset explicitly focuses on H3.3, or may result from the fact that Yang et al do not analyze formaldehyde-crosslinked chromatin, whereas we use formaldehyde crosslinking. In any case, our observation of more rapid H3.3 replacement downstream of the TSS is consistent with the greater number of short transcripts generated downstream of promoters relative to upstream in mammals [44]. These results imply that under steady state mapping conditions (e.g. Goldberg et al), or after extended induction in a pulse-chase system (eg at 6 hours), nucleosomes exhibiting moderate to high turnover rates become saturated with H3.3. (E) Averaged anti-H3.3 data for the indicated Dox induction times, averaged for 8 kb surrounding Suz12 binding peaks [45].
(TIF) Click here for additional data file.

Figure S4 ES cell MacroH2A2 localizes to gene-rich regions. (A) As in **Figure 2A**, but for chromosome 8. (B) Histogram of mRNA abundances [42] for genes in each of the three clusters from **Figure 2C**.
(TIF) Click here for additional data file.

Figure S5 Comparison of MacroH2A2 and H2A.Z localization in ES cells. (A) Data for all named genes is shown for MacroH2A2 (this study) and H2A.Z [39], with genes sorted by MacroH2A2 level. (B) Scatterplot of promoter H2A variant enrichments. Enrichment for each variant was calculated as the average ChIP-Seq enrichment across 4 kB surrounding the TSS.
(TIF) Click here for additional data file.

Figure S6 MAcroH2A2 localization in ES cells. Six panels show MacroH2A2 localization, or control, sorted according to K means clustering of anti-MacroH2A2 ChIP-Seq (**Figure 2C**) in ES cells. Panels show anti-HA or anti-MacroH2A2 datasets, as indicated, in tet-HA-MacroH2A2 cells induced with doxycycline for varying times as indicated. Note strong correlations between data from anti-Macro mapping and anti-HA mapping in induced cells. Signal is generally far lower in uninduced cells, although low level leaky expression presumably results in HA patterns similar to endogenous Macro localization. Alternatively, open chromatin may be more susceptible to artifactual isolation even in the absence of leaky HA expression.
(TIF) Click here for additional data file.

Figure S7 Expected time course behavior in asynchronous cells. (A) Cartoon of a genomic locus in a population of cells during a time course of epitope-tagged histone expression. Untagged nucleosomes are colored blue, epitope tagged-nucleosomes are colored orange. Each time point shows four loci, meant to correspond to four different cells in a population. Over time, the locus undergoing replication-coupled histone variant incorporation gains epitope tag gradually as cells asynchronously transit S phase. In contrast, the locus exhibiting rapid turnover gains epitope-tagged histones even at early time points. (B) Predicted behavior of ChIP-Seq at the locus shown in (A). Thanks to genome-wide normalization methods, the “hot” locus will exhibit very high relative epitope tag enrichment at earlier time points, but this peak will diminish in amplitude as slow turnover or replication-dependent incorporation occurs in an increasing fraction of cells, yielding a greater total number of loci carrying the epitope tag. Importantly, assessment of relatively hot and cold loci is totally insensitive to normalization method—an alternative normalization could be used in which hot loci are assumed to be saturated at early time points, and in this case the right peak would not change and the left peak would show more dramatic increases in enrichment over time. Yet calculating turnover by comparing data from t = 3 and t = 12 would nonetheless show the exact same difference when comparing the kinetic behavior of the right peak with the behavior of the left peak.
(TIF) Click here for additional data file.

Figure S8 Rapid MacroH2A2 turnover in gene-rich regions. Cumulative distribution of gene richness (genes/100 kb tile, y axis), for 100 kb tiles grouped by hottest (top 10%), coldest (bottom 10%), and intermediate (remaining) Macro turnover behavior.
(TIF) Click here for additional data file.

Figure S9 Reproducible MacroH2A2 dynamics. For both panels, genome-wide anti-HA datasets are averaged for all named genes at 3, 6 and 12 hours post-HA-MAcroH2A2 induction. Left panel shows more recent dataset used for analyses throughout manuscript, right panel shows prior dataset (which was undersequenced, and hence not used for additional analyses). In both cases, progressive “loss” of Macro over TSSs reveals rapid Macro dynamics at promoters in ES cells.
(TIF) Click here for additional data file.

Figure S10 MacroH2A2 represses genes with stable MacroH2A2. mRNA abundance changes resulting from MacroH2A2 knockdown were measured by Affymetrix microarray (**Table S4**). Change in mRNA abundance is plotted on the y axis (positive values represent mRNA derepression upon knockdown), and genes are sorted on the x axis by inferred MacroH2A2 turnover, from slow to rapid replacement. mRNA abundance changes are shown as an 80 gene running window average.
(TIF) Click here for additional data file.

Figure S11 HA induction kinetics in ES and MEFs. Western blots showing anti-HA staining for the indicated time points of Dox induction in ES and MEF lines, as indicated.
(TIF) Click here for additional data file.

Figure S12 Reproducible MacroH2A2 localization in MEFs. Genome-wide anti-Macro localization patterns for all genes (k means clustered, k = 4) for tet-inducible HA-Macro MEFS without Dox (left panel), or after 12 hours of Dox (right panel).
(TIF) Click here for additional data file.

Figure S13 MacroH2A2 gain over gene-poor regions in MEFs. (A) Global changes in MacroH2A2 between ES cells and MEFs. Histogram of normalized MacroH2A2 enrichment (x axis) for 100 kb bins, shown for anti-MacroH2A2 ChIP-Seq from ES cells and MEFs, or for anti-HA ChIP-Seq from uninduced ES cells (grey). Note that anti-HA dataset is plotted on a different y axis scale (right). Increased right shift for MEFs is consistent with the known global gain in MacroH2A2 in this cell type relative to ES cells. (B) MacroH2A2 gain in MEFs primarily occurs in gene deserts. X axis shows changes in average MacroH2A2 enrichment between ES cells and MEFs – positive values represent gain in Macro in MEFs, negative values represent relative “loss” of Macro in MEFs. Y axis shows gene count per 100 kb window. Note that, due to increasing MacroH2A2 levels during differentiation (*H2afy2* is upregulated 4-fold at the mRNA level between ES cells and MEFs), it is likely that the apparent “loss” of Macro over gene-rich regions reflects maintenance of Macro levels, whereas the gain in Macro over gene deserts shown here is being underestimated. (C–E) Examples of gene-poor regions with greater levels of Macro in MEFs than in ES cells.
(TIF) Click here for additional data file.

Figure S14 Macro dynamics are poorly-correlated with mRNA abundance in MEFs. (A–B) Scatterplot between inferred Macro dynamics (calculated as log2 of HA enrichment at 3 hours of Dox induction divided by HA levels at 12 hours), shown on the x axis, and mRNA abundance, on the y axis. Macro turnover in ES cells (A) shows a strong correlation between rapid turnover and high mRNA abundance, whereas this correlation is very weak in MEFs (B).
(TIF) Click here for additional data file.

Figure S15 Macro differences between ES and MEFs do not result from X inactivation. (A–C) These panels reproduce **Figures 6C** **, S14B, and S14A**, respectively, but with all X-linked genes removed from the dataset. Other analyses are similarly unaffected by removal of X-linked genes.
(TIF) Click here for additional data file.

Figure S16 Generation of turnover mice. (A) Left side shows schematic of ES injection into blastocysts. Right panel shows offspring generated from Tet-HA-H3.3 injection with coat color indicating very high level of chimaerism. (B) Southern blots of offspring showing germline transmission of both loci required for Doxycycline induction of HA-tagged H3.3. (C) Western blots of nuclear extracts prepared from livers of animals provided with Dox for the indicated times, showing expected induction of HA-H3.3.
(TIF) Click here for additional data file.

Table S1 MacroH2A2 localization in ES cells. For each named TSS in the mouse genome, data show normalized MacroH2A2 enrichment (for two averaged replicate datasets) in ES cells for 20 bp bins from −1000 to +1000 relative to the TSS.
(XLSX) Click here for additional data file.

Table S2 MacroH2A2 localization in MEFs. For each named TSS in the mouse genome, data show normalized MacroH2A2 enrichment (for two averaged replicate datasets) in MEFs for 20 bp bins from −1000 to +1000 relative to the TSS.
(XLSX) Click here for additional data file.

Table S3 Tiling analysis for MacroH2A2 dynamics. The mouse genome was broken into overlapping 100 kb tiles, and normalized data are shown for each tile for MacroH2A2 localization (M2 antibody), or for HA enrichments at indicated times post-doxycycline induction for ES cells and MEFs. Note that for analyses in the paper, alternating tiles were discarded (eg only tiles 1–100,000, 100,001–200,000, etc.), and the tiles showing top 1% enrichment in the HA No dox dataset were also discarded.
(XLSX) Click here for additional data file.

Table S4 Gene expression changes in MAcroH2A2 knockdown ES cells. Affymetrix mRNA abundance data for replicate experiments of control or anti-MacroH2A2 knockdown ES cells.
(XLSX) Click here for additional data file.

Table S5 GO terms enriched among genes gaining MacroH2A2 in MEFs. Funcassociate-reported GO terms enrichment for genes showing greater MacroH2A2 enrichment in MEFs relative to ES cells (using a 1.2 kb value encompassing the TSS).
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

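The data are 11 ChIP-Seq libraries from mouse cells: HA-H3.3 in ES cells after 3 and 6 hours of Dox, anti-MacroH2A2 in ES cells and in MEFs, anti-HA in HA-Macro ES cells without Dox and after 3, 6 and 12 hours of Dox, and anti-HA in HA-Macro MEFs after 3, 6 and 12 hours of Dox. Each condition has 1 library, and each anti-MacroH2A2 library combines 2 replicates according to its label. Conditions were taken from the sample labels. For the anti-MacroH2A2 libraries the labels, the figures and the column names of the supplementary tables give different Dox states, so that only antibody and cell type were used. The second HA-Macro time course, HA-H3.3 without Dox, expression in MEFs and the published ES expression data are not used here.

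The authors collapsed the reads by sequence while keeping the number of occurrences, mapped them to mm9 with bowtie allowing at most 1 mismatch, kept 1 location at random for reads with several, and extended them toward the 3′ end. The files hold mapped intervals with a first and a last base, and carry no strand, sequence, quality or count. It was checked on the files that intervals are 150 bp long in the anti-HA HA-Macro libraries and 400 bp long in the HA-H3.3 and anti-MacroH2A2 libraries, where the methods give 150 bp for all. Repeated intervals make up 3.27% to 6.00% of the anti-HA HA-Macro libraries and 0.462% to 0.693% of the others, so that occurrences were kept in the former and mostly collapsed in the latter.

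Depth ranged from 6488112 intervals (HA-H3.3 at 3 hours) to 20541627 (anti-HA in MEFs at 12 hours). Reads on chromosomes 1 to 19, X and Y were counted, and each library was scaled to its total there. Genes and TSSs came from the GENCODE annotation of mm9, with 37273 genes, 22367 of them protein-coding, and 1 TSS per gene. Reads were counted by interval midpoint in non-overlapping tiles of 100 kb or 1 Mb. The top 1% of tiles by no-Dox anti-HA signal were discarded, and tiles with 0 reads in either library compared were left out of correlations. TSS profiles used coverage in 20 bp bins over 4 kb on each side, divided by the mean from 4 to 2 kb upstream. Promoter reads are the coverage within 600 bp of the TSS divided by the interval length, and are therefore fractional. Turnover is log2 of scaled promoter reads at 12 hours over those at 3 hours after adding 1 read to each. Ratios given for single named genes, of time points or of cell types, carry no added read. The median promoter held 11.4 reads at 3 hours in ES cells and 5.15 in MEFs, so that single promoters are measured with wide counting intervals. The spread from counting was estimated by dealing the reads of each promoter at random between the libraries, with 20 draws. Sites rich in HA-H3.3 are the 10000 windows of 1 kb with the most HA-H3.3 reads, outside the discarded tiles and the windows with the most no-Dox reads. Expression is the mean of the 2 control arrays in the 1846 entries of Table S4 held here, with 1222 genes matched by symbol. Of the single genes named, only those on chromosome 1 have an expression value, so these 1222 genes may not be spread over the genome.

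With 1 library per condition there is no test across samples, and no p-values are given. The 95% intervals of averages and correlations come from resampling blocks of 10 Mb with seed 11, 1000 times in general and 200 times for promoter turnover and peak width. Those of single promoters cover counting error. Genes named are those that the text or figures of the paper name in connection with these libraries and that have a TSS in the annotation. Others, chosen after their values were seen, are the genes of the TSSs with the most no-Dox reads, H2afy, H3f3a, H3f3b and the Y-linked genes with their X-linked partners. The symbols Rpl8a and Fib1 are not in the annotation. Families (Olfr, Zfp, Rpl and Rps) were taken by symbol.

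The alternatives tried were interval midpoints in place of coverage, each distinct interval counted 1 time, libraries reduced at random to 6485439 reads (all libraries) or 10896066 reads (HA-Macro libraries), other scaling totals, other promoter windows, 5 added reads in place of 1, a minimum of 10 reads, rank correlation, 1 Mb tiles, other rules for discarded tiles, division by the no-Dox library, other numbers and sources of sites, and leaving out chromosomes X and Y. Because the files give no strand, a planned shift of read ends was carried out as the interval midpoint, and distinct positions are distinct intervals. These alternatives were set before the data were examined. Counting protein-coding genes only, leaving out the TSSs in the discarded tiles and using the 6 hour in place of the 3 hour library were added after the values had been seen, as was the common read total for the groups by turnover, the Rpl and Rps genes and the correlation of turnover between ES cells and MEFs. So were the height of the highest 20 bp bin, the peak width, the k-means grouping (4 groups, 200 bp bins, 5 starts), the exon scan, the Y-linked gene pairs, the ratio of the HA-H3.3 time points over the same genes and the comparison with Table S3. The paper's minimum of 0.1 for the comparison of ES cells with MEFs was not applied, since its unit is not clear from the text.

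The procedures were tested on simulated data. A log2 turnover of −2 at 200 promoters was recovered as −1.69, which shows the pull of the added read toward 0. An SD beyond counting of 0.6 was recovered as 0.57 and one of 0 as 0.08. Block intervals covered the true correlation in 49 of 50 runs. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.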

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

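Among the tests below, the exon tests on H2afy2, H3f3a and H3f3b, the Y-linked gene pairs and the 3 tests on H2afy were chosen only after the result was seen.

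The anti-HA HA-Macro ES library at 3 hours holds more reads on chromosome Y than the rest of its series, a signal in data that the paper does not report on. In distinct intervals, reads on Y over reads on X per tile, over 26 tiles of Y with few repeats, were 1.09 at 3 hours, against 0.320 without Dox, 0.344 at 6 hours and 0.380 at 12 hours. In the other libraries from ES cells they were 0.881 and 0.652 (HA-H3.3 at 3 and 6 hours) and 0.884 (anti-MacroH2A2), so that the 3 hour library stands apart from its own series, and the rest of that series lies below the other ES libraries. Repeated intervals do not account for it, since the share of the whole of Y in distinct intervals was 4.58 times that without Dox. Of these 26 tiles, 96.2% held over 1.5 times the no-Dox share, and a different share of cells with a Y chromosome between cultures may therefore lie behind the excess. The excess was uneven, with a median ratio per tile of 3.06 and 10th and 90th percentiles of 1.60 and 7.56. A change in the share of such cells alone would raise the tiles by similar factors, and the cause of the unevenness was not tested. Over 4 pairs of Y-linked and X-linked genes (Kdm5d, Eif2s3y, Ddx3y and Uty on Y) the Y to X ratio per base was 0.571 at 3 hours and 0.154, 0.180 and 0.347 without Dox, at 6 and at 12 hours. The Y-linked genes alone held 0.223 p.p.m. per kb at 3 hours against 0.0370, 0.0321 and 0.0480, and the higher ratio at 12 hours goes with fewer reads over the X-linked genes, 0.138 p.p.m. per kb against 0.240 without Dox. Whether the 3 hour library comes from the HA-H3.3 line cannot be told apart from an origin in the HA-Macro line by H2afy2: reads over the coding exons of H2afy2 (chromosome 10) relative to its introns were 1.34 at 3 hours (95% interval 0.888 to 1.93), 1.50 without Dox, 1.22 at 6 hours and 1.55 at 12 hours, with too few reads to separate them. The excess over the coding exons of H2afy in the HA-H3.3 libraries, given below, was not seen in the 3 hour HA-Macro library, at 1.33 (0.988 to 1.74). That argues against the HA-H3.3 line if the excess belongs to its cells. It decides nothing if the excess entered with the library, which was not tested. A loss or gain of Y in culture and a separate culture stay open, and no biological explanation was tested. The main results that use this library are also given with the 6 hour library in its place, but values at single genes and the GC tests are not. That swap also shortens the time compared, so it does not isolate the effect of the 3 hour library.

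The anti-MacroH2A2 MEF library holds more reads on chromosome X than the anti-HA MEF library at 12 hours, with a median ratio of 1.46 over X tiles, higher in 85.4% of 1632 tiles. The paper does not report on this. Its Y over X reads per tile were 0.223, against 0.372, 0.358 and 0.357 in the anti-HA MEF libraries at 3, 6 and 12 hours. This ratio follows from the X excess itself, and Y alone was 138 p.p.m. against 157 at 12 hours in those tiles, 0.0423% against 0.0198% of distinct intervals over the whole of Y, and 0.0472 against 0.0440 p.p.m. per kb over the Y-linked genes, so that more than 1 X chromosome in the cells cannot be told apart from other causes of the X excess. The paper states that both cell types are male. MacroH2A2 lying on an inactive X chromosome would also raise X reads in this library, and was not tested. With X and Y left out, the tile correlation of ES cells with MEFs was 0.742.

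Read ends over the coding exons of H2afy (chromosome 13, 56174980 to 56237722) were 7.98 times those expected from their flanks in the HA-H3.3 library at 3 hours (95% interval 6.70 to 9.44), the highest of 4439 genes with at least 20 read ends there. At 6 hours they were 4.25 times, and H2afy ranked 8. A ratio of this size is not particular to H2afy. It reached 8.33 at Zfp777 in HA-H3.3 at 6 hours and 8.36 at Ptrf in anti-MacroH2A2 from ES cells. H2afy encodes MacroH2A1, which the paper discusses without reporting on reads over this gene. The ratio at H2afy was 1.37 in the anti-MacroH2A2 ES library and 1.28 without Dox. With each distinct interval counted 1 time the ratio at 3 hours was 7.95, which argues against duplicates. H3.3 lying over coding exons in general is argued against by the 99th percentile of the genes scanned, 2.81. All but 1 of the 9 coding exons, 8 in number, held over 2 times the expected read ends, so that DNA copied from an H2afy transcript may be present in these samples, for example a construct. Its source was not tested, and no biological explanation was tested.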

How the results depend on the processing

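The tests chosen only after the result was seen are those with protein-coding genes only, with the TSSs in the discarded tiles left out and with the 6 hour library in place of the 3 hour library, and all those of the highest 20 bp bin, the peak width and the k-means groups.

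Over 42 results, 271 alternative values were computed. Of these, 194 lay within the 95% interval of the reported value, 77 lay outside it and 0 had the opposite sign. SDs, genes per tile and shares cannot be negative, so that no change of sign was possible for them. The order of the cell types is not part of this count. It turned for the SD with the 6 hour libraries (0.678 in ES cells, 0.768 in MEFs) and for the median with 5 added reads (−0.26 and −0.43). Of the 174 alternatives that were planned, 114 lay within, and of the 97 added ones 80. The 24 values with the TSSs in the discarded tiles left out all lay within the intervals, which are wide for TSS peaks. Where a value lay outside, the cause was not tested unless given. Samples could not be paired because each condition has 1 library. Scaling changes no peak that is divided by its own upstream level and no downstream over upstream ratio, by construction.

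The correlation of anti-MacroH2A2 with HA-Macro at 12 hours in ES cells was 0.856 by rank, 0.420 with no tile discarded, 0.895 in 1 Mb tiles, 0.848 in distinct intervals and 0.293 after division by the no-Dox library. In MEFs it was 0.489 with no tile discarded, 0.909 in 1 Mb tiles and 0.639 after division. That of ES cells with MEFs was 0.815, 0.835 and 0.793 in the same order, and 0.742 without X and Y. With gene number, the ES library gave 0.0753 after division and 0.346 with protein-coding genes for 100 kb tiles, and 0.454 by rank, 0.288 after division and 0.472 with protein-coding genes for 1 Mb tiles.

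Genes per tile in the 10% of ES tiles with the highest 3 hour over 12 hour reads were 1.54 with protein-coding genes and 1.67 with the 6 hour library, and in the lowest 10% 0.639 with protein-coding genes, where fewer genes are counted by construction.

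The ES median of turnover was −0.28 within 1 kb of the TSS, −0.26 with 5 added reads, −0.36 with at least 10 reads, −0.49 for protein-coding genes and −0.17 with the 6 hour library. The MEF median was −0.21 in distinct intervals, −0.086 at reduced depth, −0.21 scaled to reads outside the discarded tiles, −0.28 within 300 bp, −0.14 within 1 kb, −0.43 with 5 added reads, −0.16 with at least 10 reads, −0.23 for protein-coding genes and −0.18 with the 6 hour library. The ES SD was 0.887 from midpoints, 0.957 at reduced depth, 0.971 within 300 bp, 0.795 within 1 kb, 0.862 without X and Y, 0.623 with 5 added reads, 0.857 with at least 10 reads, 0.847 for protein-coding genes and 0.678 with the 6 hour library. The MEF SD was 0.796, 0.850, 0.903, 0.647, 0.762, 0.466 and 0.680 under the first 7 of these. Fewer reads per promoter raise the SD and more lower it, as the SD from counting shows: in ES cells it was 0.820 within 300 bp and 0.504 within 1 kb.

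ES turnover against log2(ES / MEF) gave −0.281 by rank, −0.300 with 5 added reads, −0.284 within 1 kb, −0.174 at reduced depth, −0.282 for protein-coding genes and −0.129 with the 6 hour library. Turnover against mRNA gave 0.541 within 1 kb, 0.387 at reduced depth and 0.226 with the 6 hour library.

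The share in windows rich in HA-H3.3 over the no-Dox share was, in ES cells at 3 hours, 2.498 with 3000 windows, 2.13 with 30000 and 1.87 in windows from the anti-MacroH2A2 library. In those windows it was 1.80 at 6 hours and 1.74 at 12 hours in ES cells, and 1.70, 1.66 and 1.64 at 3, 6 and 12 hours in MEFs. With 30000 windows it was 1.29 at 12 hours in ES cells and 1.21, 1.21 and 1.14 in MEFs. For MEFs at 12 hours it was also 1.03 with 3000 windows, 1.04 in distinct intervals and 1.04 scaled to reads outside the discarded tiles.

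The fall of the TSS peak from 3 to 12 hours kept its direction under every alternative run. It ranged from 0.09 with the 6 hour library to 0.45 with the TSSs in the discarded tiles left out in ES cells, where over all TSSs it was 0.21. Over all TSSs it was not larger in ES cells than in MEFs (0.24), and it was larger in distinct intervals (0.43 against 0.13) or with those TSSs left out (0.45 against 0.13).

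Depth limits MEF promoters most: the SD from counting was 0.758 of a total of 0.775 there.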

Differences from the paper's values

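Tests chosen only after the result was seen are those of the highest 20 bp bin, the peak width and the k-means groups, and those with protein-coding genes only, with the TSSs in the discarded tiles left out or with the 6 hour library.

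A value is taken to reach the paper's where the paper's lies within its 95% interval, with the width of the interval of the reported value carried over to its alternatives. The HA-Macro profiles must also lie within 1.5 times the paper's value, and for the peak width either condition is enough.

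For 100 kb tiles, the paper gives r = 0.96 for anti-MacroH2A2 against HA-Macro at 12 hours in ES cells, where 0.806 was found, and r = 0.98 in MEFs, where 0.895, 0.882 and 0.894 were found at 3, 6 and 12 hours. The paper's r between ES cells and MEFs is 0.67, and 0.763 was found. For gene number the paper's values are 0.46 in 100 kb tiles and 0.59 in 1 Mb tiles, and 0.254 and 0.373 were found. None of the alternatives set before the data were examined that were run brings any of these to the paper's value, and none of those added does. In MEFs they were run for the 12 hour library, and not for 3 and 6 hours.

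The paper gives a width of about 500 bp for the anti-MacroH2A2 promoter peak, and 780 bp was found at the midpoint between the upstream level and the highest bin. With interval midpoints, chosen after the values were seen, it was 700 bp, which is within 1.5 times the paper's value.

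For ES turnover against log2(ES / MEF), the paper's r is about −0.43 in Fig. 6D, and −0.255 was found. No alternative, planned or added, closes this gap.

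The averaged HA-Macro profile in ES cells reaches about 1.1 at 3 hours, about 0.7 at 6 hours and about 0.5 at 12 hours in the paper's Fig. 4B, read by eye, and over all TSSs the highest bin was 1.69, 1.64 and 1.63. In MEFs the paper's profile reaches about 0.52, about 0.46 and about 0.34 at these hours in Fig. 7, read by eye, and 1.52, 1.42 and 1.15 were found. The gap closes in distinct intervals (0.98, 0.64 and 0.45 in ES cells, 0.48, 0.45 and 0.34 in MEFs), with the TSSs in the discarded tiles left out (1.01, 0.65 and 0.45, and 0.50, 0.45 and 0.34), and with those TSSs left out and the profile scaled to the level from 2.5 to 1.5 kb upstream (0.98, 0.62 and 0.43, and 0.48, 0.43 and 0.33). This measure and its alternatives were chosen after seeing the values, and it does not close with X and Y left out or with protein-coding genes only. For anti-MacroH2A2 in ES cells the paper's profile reaches about 1.3 in Fig. 6B, read by eye, 1.15 was found, and no alternative closes the gap. The alternatives lie on both sides of the paper's value, at 1.44 with protein-coding genes only and from 1.11 to 1.15 in the others. These calls depend on the intervals, which are wide for the HA-Macro bin (0.81 to 2.78 at 3 hours in ES cells) and narrow for the anti-MacroH2A2 bin (1.08 to 1.24).

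The paper states that anti-MacroH2A2 in ES cells matches HA-Macro and not HA-H3.3. Over 100 kb tiles with every interval counted, r with HA-H3.3 at 3 hours was 0.858, above that with HA-Macro at 12 hours, and at 6 hours it was 0.70. With repeated intervals collapsed, r with HA-Macro at 12 hours was 0.848, within the interval for HA-H3.3 at 3 hours (0.843 to 0.873). The figures the paper cites show a chromosome view and TSS-aligned data, so that a tile correlation is an unlike measure and does not settle the paper's statement.

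The paper presents the decrease of the promoter peak over the time course as a feature of ES cells. Over all TSSs the fall from 3 to 12 hours was 0.21 in ES cells and 0.24 in MEFs. It was larger in ES cells in distinct intervals (0.43 and 0.13) and with the TSSs in the discarded tiles left out (0.45 and 0.13).

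Fig. 3C names chromosome 5 for a region with Nfat5 and Zfhx3, which lie on chromosome 8 in the annotation used.

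Tiles with slow turnover are described in the paper as gene-poor. Of the lowest 10% of tiles, 42.4% held no gene start, against 42.0% of all tiles, while they held 1.14 genes per tile against 1.43 over all. With protein-coding genes only, 60.6% held no gene start, against 57.2% of all tiles, and they held 0.639 genes per tile against 0.855. The protein-coding values thus go further in the direction of the paper.

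The paper describes genes with broad MacroH2A2 domains as keeping their HA pattern over the time course. In the k-means group with MacroH2A2 on both sides of the TSS, the peak was 0.72 at 3 hours, 0.40 at 6 hours and 0.16 at 12 hours. This grouping was chosen after seeing the data and is not the paper's clustering.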

Other observations

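Of the tests below, those with the 6 hour libraries in place of the 3 hour libraries, the GC test of the spread, the GC test at promoters of 62% GC and over, the tests of the 12 hour and MEF peaks against the no-Dox level, the test of TSSs in the discarded tiles and the comparison with Table S3 were chosen only after the result was seen.

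The spread of promoter turnover beyond counting was larger in ES cells than in MEFs. With all HA-Macro libraries at a common total it was 0.57 in ES cells and 0.0535 in MEFs, which argues against depth. A GC correction read from windows away from TSSs could be made for 31989 promoters, all under 62% GC. It moved the spread beyond counting there from 0.596 to 0.560 in ES cells and from 0.115 to 0.0778 in MEFs. That argues against GC content as the whole cause at these promoters, and those of 62% GC and over were not covered. With the 6 hour libraries in place of the 3 hour libraries it was 0.215 in ES cells and 0.0346 in MEFs, so that the wider spread beyond counting in ES cells does not need the 3 hour ES library, while its size does. With 1 library per condition, a difference between cell types was not set against one between libraries of the same cells.

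The fall of the TSS peak in ES cells from 3 to 12 hours was 0.43 in distinct intervals and 0.21 at a common depth, so that duplicates and depth do not remove it. The 3 hour peak lay 0.37 above the no-Dox peak outside the discarded tiles, which argues against accessible chromatin alone. By promoter GC content the fall was −0.016 under 42%, 0.025 at 42 to 50%, 0.47 at 50 to 56% and 0.77 at 56 to 62%. Of the last 2, 5.41% and 38.5% were also seen in windows of the same GC content away from TSSs, so that GC content may account for part of the fall there. Taking out the trend of such windows left −0.054 under 42% and 0.107 at 42 to 50%. Some of these windows may be promoters missing from the annotation. At promoters of 62% GC and over the fall was 0.84 and the share 46.0%. A fall of the peak and GC content cannot be told apart there, because too few such windows lie away from TSSs.

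The peak at 12 hours in ES cells outside the discarded tiles was 0.16, no higher than the 0.23 of the no-Dox library, so that signal recovered without the tag could account for all of it. The 3 hour MEF peak was 0.23, and such signal cannot be told apart from HA-Macro there, since no MEF library without Dox was analysed. Over all TSSs the no-Dox peak was 0.95, and with the TSSs in the discarded tiles left out it was 0.23, so that a few satellite-like TSSs may carry the former.

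After the GC correction the correlation of turnover with mRNA in ES cells was 0.445, against 0.478 before it for the same 965 genes. That argues against GC content as its cause at these genes, whose promoters are all under 62% GC. MEF turnover correlated with the mRNA of ES cells with r = 0.194, and anti-MacroH2A2 in MEFs with r = −0.030.

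The HA-Macro library at 3 hours was closer to HA-H3.3 at 6 hours than to anti-MacroH2A2 over tiles, and with GC content taken out r was 0.813 and 0.298, so that GC content does not explain it. The 6 hour library, which has no excess on Y, was also closer to HA-H3.3 at 6 hours, with r = 0.681 against 0.444 after GC content was taken out, so that the pattern is not that of the 3 hour library alone. At 12 hours these values were 0.407 and 0.449. Shared early deposition was not tested.

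Chromosome 8 held more reads in the 6 and 12 hour ES libraries than without Dox. With GC content and gene number taken out, its median log2 ratio at 12 hours was 0.0096, within the range of the other autosomes. That argues against an extra copy at 12 hours relative to the no-Dox cells. At 6 hours the ratio was 0.0203. At 3 hours it was −0.0847, with 0 of 14 blocks above 0, though also within the range of the other autosomes. A difference on chromosome 8 between the 3 hour library and the later ones was not tested.

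Over the 940 tiles of Table S3 held here, its anti-MacroH2A2 ES column correlated with the library analysed here with r = 0.841, while its 7 HA columns correlated with the libraries of the same name with r from 0.915 to 0.996. The anti-MacroH2A2 ES column is not alone in following another library more closely than its own. It reached 0.904 with HA-Macro at 6 hours, the HA-Macro ES 12 hour column gave 0.937 with the 6 hour library against 0.915 with its own, and the anti-MacroH2A2 MEF column gave 0.982 with HA-Macro MEF at 12 hours against 0.927. The anti-MacroH2A2 ES column correlated with the table's HA 12 hour column with r = 0.951, where the libraries gave 0.767 over the same tiles. A different anti-MacroH2A2 data set behind the paper's correlation is a candidate explanation, and a different processing of the table was not tested.

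For the genes named in the paper but at no claim above, log2 of 12 over 3 hour HA-Macro reads in ES cells was −1.56 at Pou5f1 (95% interval −2.43 to −0.75), −0.57 at Clasp1 (−2.09 to 0.88), −1.11 at Gli2 (−2.31 to −0.01), 0.32 at Ntsr2 (−0.51 to 1.16), −0.11 at Thy1 (−1.62 to 1.39) and −0.63 at H2afy2 (−2.26 to 0.91).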
